# MicroRNA-guided regulation of heat stress response in wheat

**DOI:** 10.1186/s12864-019-5799-6

**Published:** 2019-06-13

**Authors:** Sridhar Ravichandran, Raja Ragupathy, Tara Edwards, Michael Domaratzki, Sylvie Cloutier

**Keywords:** microRNA, Epigenetics, Heat stress, Wheat, Degradome, PARE, Post-transcription

## Abstract

**Background:**

With rising global temperature, understanding plants’ adaptation to heat stress has implications in plant breeding. MicroRNAs (miRNAs) are small, non-coding, regulatory RNAs guiding gene expression at the post-transcriptional level. In this study, small RNAs and the degradome (parallel analysis of RNA ends) of leaf tissues collected from control and heat-stressed wheat plants immediately at the end of the stress period and 1 and 4 days later were analysed.

**Results:**

Sequencing of 24 small RNA libraries produced 55.2 M reads while 404 M reads were obtained from the corresponding 24 PARE libraries. From these, 202 miRNAs were ascertained, of which mature miRNA evidence was obtained for 104 and 36 were found to be differentially expressed after heat stress. The PARE analysis identified 589 transcripts targeted by 84 of the ascertained miRNAs. PARE sequencing validated the targets of the conserved members of miRNA156, miR166 and miR393 families as squamosa promoter-binding-like, homeobox leucine-zipper and transport inhibitor responsive proteins, respectively. Heat stress responsive miRNA targeted superoxide dismutases and an array of homeobox leucine-zipper proteins, F-box proteins and protein kinases. Query of miRNA targets to interactome databases revealed a predominant association of stress responses such as signalling, antioxidant activity and ubiquitination to superoxide dismutases, F-box proteins, pentatricopeptide repeat-containing proteins and mitochondrial transcription termination factor-like proteins.

**Conclusion:**

The interlaced data set generated in this study identified and validated heat stress regulated miRNAs and their target genes associated with thermotolerance. Such accurate identification and validation of miRNAs and their target genes are essential to develop novel regulatory gene-based breeding strategies.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5799-6) contains supplementary material, which is available to authorized users.

## Background

Rising global temperatures with increasing occurrences of heat waves negatively impact crop productivity and global food production [1]. Heat stress disrupts membranes and inactivates proteins by unfolding, misfolding and aggregation [2]. Such metabolic imbalances have an adverse impact on all aspects of plant growth and impair several physiological and developmental processes including photosynthesis, respiration, reproduction, grain filling and yield [reviewed by [3] ]. Plants perceive and respond to heat stress using an array of stress signaling pathways to regulate their metabolism and cell function. Perception of heat stress begins at the plasma membrane, with subsequent alterations in membrane fluidity, lipid saturation and protein stability [4]. Changes in membrane fluidity initiate Ca^2+^ influx and rapid accumulation of reactive oxygen species (ROS) such as H_2_O_2_ [4, 5]. Stress-induced Ca^2+^ influxes and ROS activate mitogen-activated protein kinase (MAPK) and calcium-dependent protein kinase (CDPK) stress signaling pathways [6, 7] to regulate the expression of heat stress transcription factors [8] and WRKY proteins in order to confer thermotolerance [9].

Small RNAs (sRNAs) are a class of endogenous non-coding RNAs that regulate gene expression at transcriptional and post-transcriptional levels. In plants, sRNAs are classified based on their biogenesis and function. MicroRNAs (miRNAs) are primarily 21 nucleotide (nt)-long molecules derived from single stranded precursors with a hairpin structure. miRNA coding genes are transcribed by RNA polymerase II (Pol II) to generate primary miRNAs (pri-miRNAs) that fold into characteristic self-complementary stem-loop secondary structures [10]. The pri-miRNAs are cleaved at least twice by Dicer-like1 (DCL1) endonucleases to yield the precursor-miRNAs (pre-miRNAs) that are further processed to release miRNA/miRNA* duplexes. Mature miRNAs are loaded onto Argonaute 1 (AGO1) to form miRNA-induced silencing complexes (miRISCs) that guide target-specific mRNA cleavage or translational repression [reviewed by [11] ]. In contrast, short interfering RNAs (siRNAs) are transcribed from transposons and repetitive regions by RNA polymerase IV (Pol IV). The single stranded RNA transcripts are copied into double-stranded RNA (dsRNA) molecules by RNA-dependent RNA polymerase 2 (RDR2) that are cleaved by DCL3 to produce the 24-nt siRNAs. These siRNAs are loaded onto AGO4 to induce sequence-specific transcriptional gene silencing (TGS) by recruiting methyltransferases [12].

miRNA-guided post-transcriptional gene silencing (PTGS) has emerged as a mechanism to reprogram the expression of development and stress associated genes. PTGS regulates nucleic acid binding [13, 14], phytohormone biosynthesis [15, 16], chlorophyll biosynthesis [17], flowering [18], root differentiation [19], nutrient homeostasis [20] and stress responses [21]. Earlier studies on Arabidopsis (*Arabidopsis thaliana*) and rice (*Oryza sativa*) identified a high degree of conservation among miRNAs and their mRNA targets [22]. While some miRNAs and their targets are evolutionarily conserved, many are lineage or even species-specific [11, 23]. The emergence of high-throughput sequencing technologies and genome-wide analysis has facilitated the identification of new miRNA variants from an ever increasing number of plant species [24, 25]. Similarly, computational approaches remain a valuable tool to predict plant miRNA targets by complementary base pairing in cDNA and whole genome sequences [22, 26]. However, experimental validation of miRNA-guided cleavage site is still required considering the high rate of false positive target prediction [27, 28]. Parallel analysis of RNA ends (PARE), also known as degradome analysis, has enabled the massive cloning and sequencing of 5′ ends of cleaved or uncapped mRNA to validate many miRNA-guided cleavage sites [29].

Advancements in sequencing technologies have revealed rapid divergence and high diversity in miRNAs and their targets [24, 25, 30]. Stress responsive miRNAs and their targets have been identified from several cereal crops including wheat, rice, maize and barley (reviewed in [31]). Despite the identification of miRNA from an increasing number of plant species and stress responses, experimental validation of miRNA targets is lacking in polyploid crops including wheat. However, studies in Arabidopsis and rice have experimentally validated a few miRNA targets regulating thermotolerence. For example, in Arabidopsis miR156-overexpressing plants exhibited enhanced tolerance to heat stress and was shown to be required for plant heat stress memory [32]. In Arbidopsis, plants expressing miR398-resistant version of *CSD* (copper/zinc superoxide dismutase) were more sensitive to heat stress. miR159 is downregulated in response to heat stress in order to regulate MYB-like family transcription factors. Transgenic rice plants overexpressing miR159 were more sensitive to heat stress [33].

In wheat, heat stress responsive miRNAs have been reported from several susceptible and resistant cultivars, primarily investigating early responses within 24 h of treatment and the role of isomiRs and differentially accumulated mature miRNAs among families was largely unnoticed [34–36]. Further, miRNA target identification in previous studies [34–37] have relied on prediction models based on draft genome assemblies. Although advancements in sequencing technologies have benefited the identification of several stress responsive miRNAs, lack of a high quality reference sequence and high confidence annotations have limited previous studies with the identification of miRNAs, isomiRs and validation of their targets.

Previous studies in cotton [38] and cowpea [39] have also shown genotype-specific miRNA expression profiles in responses to stress. In cereal crops such as rice, domestication has led to specific gain and/or loss of miRNA regulated gene expression [40]. As new miRNA variants are spawned and lost frequently, especially in polyploid crops such as wheat, accurate identification and experimental validation of miRNAs and their targets in response to heat stress is essential to develop novel regulatory-RNA-based plant breeding strategies. The recent release of the Chinese Spring wheat reference sequence [41] with high-confidence annotations has enabled the accurate identification of miRNAs and validation of their targets. The gold standard reference sequence can further be utilized to functionally validate miRNA targets.

We previously showed the temporal expression profile of wheat cv Glenlea with a pronounced differential expression of miRNA occurring immediately after heat stress until 3 days post treatment [37]. Here, wheat cv Chinese Spring was used to generate the interlaced data set of small RNA and PARE. The recently released wheat reference sequence [41] of cv Chinese Spring was used to enhance the accuracy of miRNA and isomiRs annotation and to validate heat stress regulated miRNAs target genes associated with thermotolerance. Heat stress regulated miRNAs were highly altered immediately after heat stress to regulate thermotolerance but expression levels largely returned to control levels during the 4 day recovery period following the end of the stress. Differential accumulation of isomiRs indicates highly regulated post transcriptional modifications dictating the accumulation of specific mature miRNAs in response to heat stress. Degradome sequencing revealed chloroplast and mitochondria localized pentatricopeptide repeat-containing protein and mitochondrial transcription termination factor-like protein targets that were previously not known to undergo miRNA-guided cleavage.

## Methods

### Plant materials and growth conditions

*Triticum aestivum* cv Chinese Spring seeds were obtained from Dr. Eric Kerber (Agriculture and Agri-Food Canada, Winnipeg, Canada). A single Chinese Spring plant was selfed to produce the seeds for this experiment. A total of 144 plants were grown in a PG-40 growth cabinet (Conviron Technologies, Winnipeg, Canada) under long-day conditions of 16 h of light (300 μmol m^− 2^ s^− 1^) at 18 °C and 8 h of darkness at 16 °C. At the boot stage, a set of 72 plants were exposed to a 37 °C heat stress for 5 days while the other 72 plants remained under the control conditions mentioned above. The heat stressed plants were amply watered twice per day during the 5-day stress period to avoid a confounding effect with drought stress. After the 5-day stress exposure, the plants were returned to the control conditions. The experiment was setup as a completely randomized design with four biological replicates, two treatments (control and heat) with 18 plants per treatment and replicate.

### Sampling and RNA extraction

Leaf tissue was collected from all heat-stressed and control individual plants immediately at the end of the stress period, i.e., time point zero day after treatment (0 DAT), and at one and four days after treatment (1 and 4 DAT). Leaf tissue from individual plants was immediately frozen in liquid nitrogen. Total RNA was isolated from all 432 leaf tissue samples using TRI-reagent (Ambion, Naugatuck, CT) as previously described [37]. Total RNA quality and quantity were obtained using an Agilent 2100 Bioanalyzer with the RNA 6000 Nano chip (Agilent Technologies, Santa Clara, CA). Equimolar amounts of RNA from the 18 individual leaf samples representing a replicate, treatment and time point were pooled to create the 24 total RNA samples representing the four biological replicates, two treatments and three time points. These 24 total RNA samples were used to construct sRNA and degradome libraries as described below.

### Small RNA library preparation, data processing and annotation of miRNA

sRNA libraries were constructed from low molecular weight (LMW) RNA isolated from 72 μg of total RNA as described by Lu and Souret (2010) [42]. Briefly, sRNA purified from LMW RNA was size-selected on a 15% polyacrylamide gel. A gel slice, corresponding to the 16 to 30 nt size range was eluted to obtain the sRNA fractions that were subsequently quantified on an Agilent 2100 Bioanalyzer with the Small RNA kit. The TruSeq® small RNA sequencing adapters (Illumina, San Diego, CA) were ligated to the size-selected sRNA samples and libraries were constructed using Illumina TruSeq® small RNA kit following the manufacturer’s instructions. The libraries were quantified on an Agilent 2100 Bioanalyzer using a High Sensitivity DNA kit. Six pools, each containing equimolar amounts of 12 random libraries and where each library was present in three different pools, were resolved on a 6% polyacrylamide gel from which the 145–160 bp fragments, corresponding to the adapter-ligated sRNA, were size-selected. The ethanol precipitated library pools were resuspended and quantified on an Agilent 2100 Bioanalyzer with the DNA 1000 kit. The library pools were normalized to 2 nM and sequenced on a MiSeq for 50 cycles using a MiSeq Reagent Kit v2 (Illumina). A total of six runs were performed to sequence the six pools where each library was sequenced in three separate runs.

A tool chain for processing small RNA reads [37] was used with slight modifications. miRNA annotation was carried out following the guidelines of [43] and A Kozomara and S Griffiths-Jones [44] for mature miRNA and precursor evidence, respectively. Distinct tags represented by ≥10 reads per million (RPM) in at least one library were mapped to the pre-miRNA loci identified from the hexaploid bread wheat genome (IWGSC RefSeq v1.0., 2018) using Bowtie2 [45]. Distinct tags with perfect matches were extracted for hairpin structure prediction using RNAfold [46]. Star sequences were predicted using a custom Python script.

Only the distinct tags that showed evidence of biosynthesis based on matching precursor that could fold into secondary hairpin structure with <− 0.2 kcal/mol/nt were retained. In addition, presence of the complementary star sequence on the opposite strand with a 2-bp offset on the 3′-end of the hairpin structure was assessed. Distinct tags represented by ≥10 RPM in at least one library were also matched to previously annotated miRNA and star sequences [47]. Distinct tags with strong evidence of biosynthesis, including precursor and star sequence supports, were selected for differential expression analysis and to identify miRNA target using degradome data.

Read counts were grouped to define treatment combination and normalized [48] to account for differences in library sequencing depth and RNA composition using edgeR [49]. MDS plots were constructed to check for outliers. After estimating dispersion a general linear model (GLM) was used with glmLRT function to identify miRNAs differentially expressed across treatments and over time. miRNAs with false discovery rate (FDR) < 0.05 [50] were considered differentially expressed. Hierarchical clustering ananlysis was performed using the hclust function in R. Heat maps were generated with normalized log2 read counts using the maximum algorithm and complete linkage method on ClustVis [51].

### Sequence extraction and multiple sequence alignment

The precursor sequences from model plants *Arabidopsis thaliana* (ath), *Brachypodium distachyon* (bdi) and cereal crops including *Oryza sativa* (osa)*, Sorghum bicolor* (sbi)*, Hordeum vulgare* (hvu) *and Zea mays* (zma) were extracted from miRBase release 22. Multiple sequence alignment was performed using MUSCLE with default parameters.

### Degradome

Degradome libraries were constructed from 75 μg of total RNA as previously described [52]. cDNA synthesized from 5′ adapter-ligated poly(A) RNA was digested with *Mme*I. After 3′ adapter ligation, double-stranded DNA (dsDNA) was purified on a gel and the libraries were PCR-amplified. The 128-bp fragment was size-selected and verified on an Agilent 2100 Bioanalyzer using a High Sensitivity DNA kit. dsDNA concentrations were determined using the Qubit High Sensitivity kit and twelve random libraries were pooled in equimolar amounts. Sequencing of the degradome libraries was performed by the McGill University and Genome Quebec Innovation Centre. The clustering was done on an Illumina cBot and the sequencing was performed on a HiSeq 2000 for 50 cycles. A *phi*X library was used as control at 10% level. bcl2fastq v1.8.4 (Illumina) was used to demultiplex the sample reads and generate the fastq files.

Raw reads were quality-checked and adapter sequences were removed using a custom Perl script. Reads ranging from 19 to 21 nt were extracted using Geneious (Biomatters Ltd., Auckland, NZ) and were converted to distinct tags using Tally [53]. The distinct tags were mapped to the coding sequences of wheat (IWGSC RefSeq v1.0, 2018) using sPARTA [54]. The previously annotated miRNA sequences were queried for target prediction using the sPARTA’s miRferno target prediction module. miRNA targets and their abundance were extracted and target plots were constructed using the R package ggplot2. miRNA targets with a threshold *P* value < 0.05 and read abundance > 4 were retained for further analysis.

### Prediction of heat stress associated regulatory networks

Degradome validated miRNA targets were extracted and translated to query the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING version 10.5) database [55]. Orthologous proteins matching rice (*Oryza sativa* ssp. indica L.) with identity > 50% were used to associate coexpression and interactome data. A high confidence of 0.7 was used to construct the regulatory networks.

### Data availability and accession numbers

The smallRNA and degradome (PARE) data were submitted to the NCBI Gene Expression Omnibus under accession number GSE113358.

## Results

### Small RNA profile and annotation of microRNAs

A total of 24 sRNA libraries, obtained from leaf tissues harvested from four biological replicates representing control and heat stressed plants sampled at 0, 1 and 4 DAT were sequenced. 

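Leaves of the hexaploid wheat cv Chinese Spring were taken from plants kept at 37 °C for 5 days and from control plants, on the last day of the stress (0 DAT) and at 1 and 4 DAT, where DAT stands for days after treatment. Each of the 6 groups had 4 small RNA libraries (n = 4), and each library came from the pooled RNA of 18 plants. The same plants were sampled on all 3 days, so libraries of the same pool from different days are not independent. The authors trimmed the reads, kept those of 18 to 24 nt, removed chloroplast and other non-coding RNA and counted the reads of each annotated tag that matched a precursor in the wheat genome without mismatch. The deposited values are these raw counts, without normalization, of 202 tags in 24 libraries. Total miRNA reads per library ranged from 58501 to 208454 (median 142238) in control and from 68947 to 123731 (median 80557) in heat at 0 DAT. They ranged from 72458 to 225459 (median 119884) in control and from 127692 to 157709 (median 135614) in heat at 1 DAT. At 4 DAT, the range was 81830 to 268855 (median 166344) in control and 115904 to 300261 (median 161060) in heat. Between 193 and 202 tags were detected per library. From these counts, RPM values (reads of a tag relative to all miRNA reads of the library) were computed after TMM normalization, which scales the libraries so that most tags have the same level in each. Heat and control were compared on each day with edgeR's quasi-likelihood test over all 6 groups, with the Benjamini-Hochberg adjustment over the 202 tags and a false discovery rate (FDR) threshold of 0.05. On counts simulated for the comparison at 0 DAT, the test recovered 88.5% of the miRNAs changed 4-fold and 26.5% of those changed 2-fold, so most 2-fold changes would be missed with these libraries.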

After quality check and removal of low quality reads, a total of 55.2 M 18–24 nt-long reads corresponding to 18.7 M distinct tags were retained for miRNA annotation (Additional file 1). 

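In the leaves sampled at the end of the stress, libraries of heat-stressed plants held 88448 ± 24707 miRNA reads and those of control plants 137858 ± 61831 (SD, n = 4 each), a difference within the spread between libraries (exact permutation test, two-sided, p = 0.257, adjusted p = 0.771 over the 3 days). The corresponding numbers were 139157 ± 13855 and 134421 ± 66936 at 1 DAT (exact p = 0.914) and 184571 ± 81062 and 170844 ± 77948 at 4 DAT (exact p = 0.857). From the paper's Table S1, high quality reads at 0 DAT came to 1932080 ± 910902 in heat and 2443710 ± 614567 in control (exact p = 0.371), and the differences at 1 and 4 DAT had exact p-values of 0.771 and 0.971. Distinct tags in the same table numbered 572027 ± 181265 in heat and 815440 ± 216900 in control at 0 DAT (exact p = 0.171), with exact p-values of 0.571 at 1 DAT and 0.171 at 4 DAT. With 4 libraries against 4, the smallest p these tests can give is 0.0286, and only large differences in depth could be detected. The number of detected miRNAs was 198 ± 2.16 in heat and 199.5 ± 1.91 in control at 0 DAT (exact p = 0.457). It was 200.75 ± 0.50 in heat and 198 ± 1.41 in control at 1 DAT (exact p = 0.0571), and 200.75 ± 1.26 and 197.75 ± 3.59 at 4 DAT (exact p = 0.229).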

The number of high quality raw reads and distinct tags was comparable regardless of the treatment and sampling time (Additional file 2: Figure S1a,b). A size distribution analysis of raw reads showed that the 21- and 24-nt size classes exceeded other size classes (Additional file 2: Figure S1c) and the proportion of distinct tags was skewed towards the 24-nt size class (Additional file 2: Figure S1d).

The adapter trimmed, high quality reads were filtered and annotated using the in-house pipeline described in the methods to identify a total of 202 mature miRNAs belonging to 37 miRNA families (Additional file 1, Additional file 3: Figure S2a). 

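The deposited counts covered 202 tags in 37 families, and 24 of the 24 library totals equalled the miRNA reads of the paper's Table S1. All 202 sequences were found among those of Table S3, 35 of them as the reverse complement, and 201 were found in Table S2, which lists the precursors. The families with the most tags were miR1135 (27), miR166 (23), miR1137 (18), miR1136 (16) and miR1118 (12). Of the families shared widely among plants, miR156, which targets SPL transcription factors, had 6 tags, miR167 8, miR169 8 and miR396 4, while miR399, which acts in phosphate homeostasis, had 1. A tag for the complementary star sequence was given in Table S2 for 103 of them.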

Evidence for complementary miRNA star (miRNA*) sequence on the other arm of the precursor with 2-bp overhang was found for 104 mature miRNAs. 

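By the precursor lists of Table S2, 160 of the 202 tags were assigned to more than 1 locus. A 19-nt tag of family miR1136, miR1136-235-3p, had 1725 loci and the 24-nt tag miR1135-757-5p had 524, whereas each of the 5 tags of miR528 had 1. In family miR166, whose targets are class III HD-ZIP transcription factors, the highest number was 15. A count of a tag with several loci cannot be divided among them. As a group, the 48 tags with 100 or more loci did not move with heat at 0 DAT: 5 were higher, 4 were lower and 39 did not pass the test (5 higher and 5 lower when adjusted over the list alone), with a median log2 fold change of 0.12 (limma's camera test, adjusted p = 0.864).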

The majority (161/202) matched more than one pre-miRNA coding loci across all sub-genomes (Additional file 4). Here, miRNAs derived from a single precursor are termed isomiRs. For example, all five isomiRs of miR528 were processed from the single pre-miRNA miR538–1 transcribed from locus Chr5A:663320619–663,320,737 (Fig. 1a). Similarly, all nine 19–21 nt-long isomiRs of miR9662 were processed from pre-miR9662–1 aligning to Chr6D:95858457–95,858,576 (Fig. 1b). 

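The precursor lies on chromosome 5A of IWGSC RefSeq v1.0 from 663320619 to 663320737, and no gene annotation of that build was used here. Of the tags of miR528, a monocot family, 3 came from the 5p arm and the others from the 3p arm. The sequence of miR528-1.1-5p is GCAGCAGCGGTGGAAGGGGC (20 nt), that of miR528-1.2-5p is TGGAAGGGGCATGCAGAGGAG (21 nt) and that of miR528-1.5-5p is GGAAGGGGCATGCAGAGGAGC (21 nt). On the 3p arm, miR528-1.3-3p is CCTGTGCCTGCCTCTTCCATT (21 nt) and miR528-1.4-3p is TGCCTGCCTCTTCCATTCCTG (21 nt).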

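Table S2 lists 7 of the tags, miR9662-1.1-3p to miR9662-1.7-3p, under the precursor on chromosome 6D of IWGSC RefSeq v1.0 from 95858457 to 95858576. The other tags, miR9662-2.8-5p and miR9662-2.9-3p, are listed under a second precursor that spans 95858458 to 95858575 of the same chromosome, within the span of the first. Of the 9 tags, 7 came from the 3p arm. The most abundant, miR9662-1.1-3p, has the sequence TTGAACATCCCAGAGCCACCG (21 nt), and the most abundant tag of the opposite arm, miR9662-1.3-5p, is GCGGCTCTGTGGTGTTCAAGC (21 nt).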

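Counted from the first base of its precursor, miR528-1.1-5p begins at base 11, miR528-1.2-5p at base 21 and miR528-1.5-5p at base 22. On the 3p arm, miR528-1.3-3p begins at base 83 and miR528-1.4-3p at base 87. All 4 tags other than miR528-1.1-5p are 21 nt long. In pre-miR9662-1, the 3p tags begin at base 79 (miR9662-1.1-3p, miR9662-1.4-3p and miR9662-1.7-3p) or base 80 (miR9662-1.2-3p, miR9662-1.5-3p and miR9662-1.6-3p), and those with the same first base differ by their last bases, with lengths of 19 to 21 nt. The 5p tag miR9662-1.3-5p begins at base 22. Of the tags listed under pre-miR9662-2, miR9662-2.8-5p begins at base 22 and miR9662-2.9-3p at base 74 of that precursor. It starts at another base than pre-miR9662-1, so the base numbers of these precursors are on different scales.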

IsomiRs processed from these two pre-miRNAs differed among themselves by minor shifts of one to three nucleotides (Additional file 4; Fig. 1a,b). A search for orthologous pre-miR528 in miRBase (release 22), identified a single miRNA coding locus in rice (*Oryza sativa*) and sorghum (*Sorghum bicolor*) while maize (*Zea mays*) carried two loci on chromosomes 1 and 9, respectively. A similar search for pre-miR9662 failed to identify orthologous precursors.

**Fig. 1:**
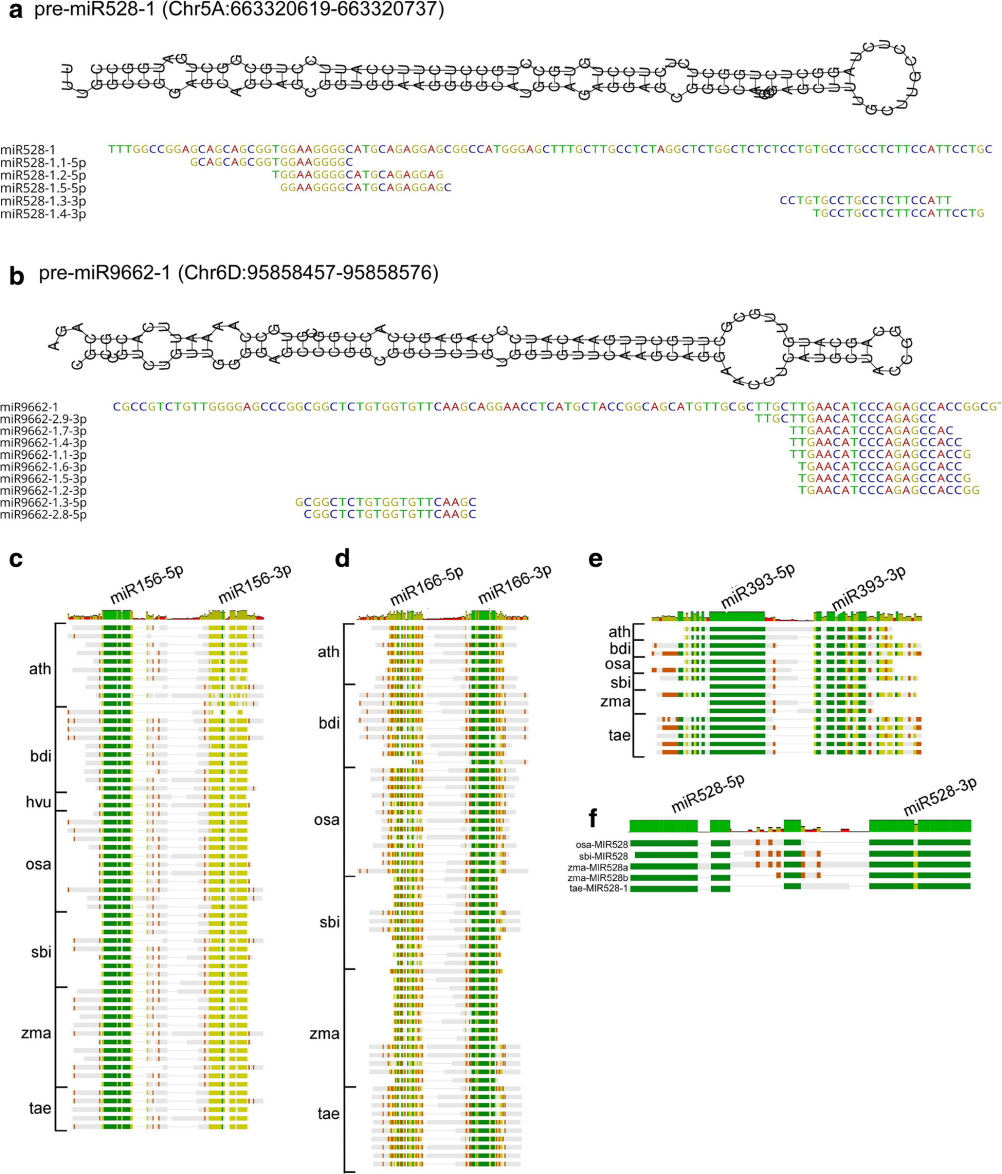
Foldback structures and sequence conservation among miRNA families. Schematic drawings of the foldback structure of pre-miRNA528–1 (**a**) and pre-miRNA9662–1 (**b**) and the multiple alignments of their encoded isomiRs. Alignments of miR156 (**c**), miR166 (**d**), miR393 (**e**) and miR528 (**f**) precursors from *Arabidopsis thaliana* (ath), *Brachypodium distachyon* (bdi), *Oryza sativa* (osa)*, Sorghum bicolor* (sbi)*, Hordeum vulgare* (hvu), *Zea mays* (zma) and *Triticum aestivum* (tae; our study). Identity is color-coded as follows: dark green (100%), light green (80–100%), orange (60–80%) and grey (< 60%)

Multiple sequence alignment of orthologous precursors revealed a high degree of sequence conservation primarily in the miRNA/miRNA* region of the foldback structure (Fig. 1c-f). The position of sequence conservation varied among miRNA families in the foldback structures. Orthologous precursors of miR156 were highly conserved at the 5p arm of the foldback structure and all mature miRNAs were derived from the same (Additional file 4; Fig. 1c). Precursors of miRNA166 were highly conserved at the 3p arm but not so at the 5p arm. 

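In family miR166, tags of the 3p arm accounted for 99.9% ± 0.0420 of the family's reads (SD over 24 libraries), with a lowest value of 99.8% in any library. The 3 tags of the 5p arm, miR166-5.3-5p, miR166-8.2-5p and miR166-11-5p, shared the remaining 0.108% ± 0.0420. At 0 DAT, miR166-8.2-5p was at 235.8 ± 49.3 RPM in heat and 475.6 ± 78.3 RPM in control (SD, n = 4), and miR166-5.3-5p was at 130.4 and 135.5 RPM.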

Of the 23 mature miR166, 20 were derived from the 3p arm. The less diverse and lineage specific families such as miR393 and miR528 were conserved at both 5p and 3p arms of the precursor (Fig. 1e,f).

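Besides the large families, the deposited counts held 13 families with a single tag, among them miR2012, miR5064, miR399 and miR394. Families miR9662 with 9 tags, miR1120 with 8, miR1122 with 7 and miR9772 with 6 were of intermediate size, and miR528 had 5. All 6 tags of miR156 and all 6 of miR9772 came from the 5p arm. Family miR169, which targets NF-YA transcription factors, had 7 tags of the 3p arm and 1, miR169l-1, without an arm in its name.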

Among the 37 miRNA families, 24 families comprised more than one mature miRNAs (Additional file 3: Figure S2a). 

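By tag length, family miR1135 held 14 tags of 21 nt and 13 of 24 nt, so that 48.1% of its tags were of 24 nt, and 19 of the 27 came from the 5p arm. Family miR166 spread over 18 nt (2 tags), 19 nt (3), 20 nt (3), 21 nt (10) and 22 nt (5), with none of 24 nt. Of the 18 tags of miR1137, 14 were of 21 nt, 2 of 24 nt, 1 of 20 nt and 1 of 22 nt. In family miR1118, 7 of the 12 tags were of 24 nt (58.3%), 3 of 21 nt, 1 of 22 nt and 1 of 23 nt. The 30 tags of 24 nt in all families together were lower as a group in heat than in control at 0 DAT (median log2 fold change -0.29, limma's camera test, adjusted p = 0.0486, and adjusted p = 0.65 with an estimated correlation). Of these, 3 were lower, none was higher and 27 did not pass the test, and 3 were lower when adjusted over the list alone. The group's call at 0 DAT was also lost in 5 of 8 fits that left out 1 library. At 1 DAT 5 were lower (8 when adjusted over the list alone) and at 4 DAT none, with median log2 fold changes of -0.52 and -0.46 (limma's camera test, adjusted p = 2.69e-06 and 2.1e-05, and adjusted p = 0.200 and 0.173 with an estimated correlation).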

Families miR1135 and miR166 were the most diverse with 27 and 23 mature miRNAs, respectively. miR1137 comprised only 21 and 24-nt size classes, while 58% (7/12) of miR1118 were 24-nt long (Additional file 3: Figure S2b). The conserved 21-nt size class represented 57% of the miRNA distinct tags corresponding to 91% of the raw reads (Additional file 5).

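Tags of 21 nt, the usual product of DCL1, numbered 116 and held 91.7% ± 1.10 of the miRNA reads (SD, n = 24 libraries). The 21 tags of 20 nt held 3.15% ± 0.787 and the 15 tags of 22 nt 4.07% ± 0.651. The 30 tags of 24 nt made up 14.9% of the tags and 0.503% ± 0.237 of the reads. The 17 tags of 18 or 19 nt held, at 0 DAT, 0.289% ± 0.0445 of the reads in control and 0.629% ± 0.100 in heat (SD, n = 4 each). Every heat library lay above every control library (exact permutation test, two-sided, p = 0.0286, the smallest possible, and 0.0857 adjusted over the 3 days). At 1 DAT the shares were 0.389% and 0.470% (exact p = 0.4) and at 4 DAT 0.300% and 0.311% (exact p = 0.857). Of these 17 tags, 7 were higher and 1 was lower in heat at 0 DAT by edgeR, and 9 and 2 when adjusted over the list alone. Their median log2 fold change was 1.28 (limma's camera test, adjusted p = 0.000455, and adjusted p = 0.0176 with an estimated correlation). This length class was chosen after Table S4, from the same libraries, had been seen. The tags of 20 nt held 3.19% ± 0.418 in control and 2.40% ± 0.241 in heat (exact p = 0.0286, adjusted p = 0.0857 over the 3 days), so that tags of 18 to 20 nt had a difference of -0.449 percentage points (exact p = 0.114).

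**Figure D1:**
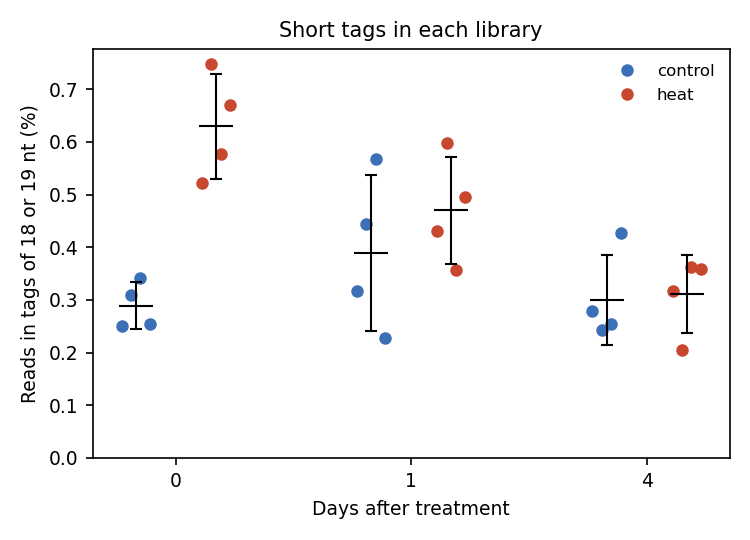
Percent of miRNA reads in tags of 18 or 19 nt, for each library of control and heat at 0, 1 and 4 DAT. Dots are libraries (n = 4 per group), and the bars show the mean ± SD. At 0 DAT the heat libraries lie above the control libraries, with means of 0.629% and 0.289%.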

### Relative abundance and differential expression of heat stress regulated miRNAs

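After miR166, the most abundant families were miR156 with 4.42% of the miRNA reads, miR396, which targets growth-regulating factors, with 3.84%, miR167, which targets auxin response factors, with 2.43%, miR1137 with 2.01%, miR9662 with 1.85%, miR9669 with 1.32% and miR393, which targets auxin receptors, with 1.01% (means of 24 libraries). With miR166, these 8 families were those with 1% of the reads or more. The other 29 stayed below that mean, 28 of them in every library.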

Of the 37 families, 29 were weakly expressed representing less than 1% of the reads (Additional file 6: Figure S4a). 

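Family miR1135 held 0.585% ± 0.206 of the miRNA reads (SD, n = 24). At 0 DAT its share was 0.735% ± 0.0345 in control and 0.506% ± 0.131 in heat (SD, n = 4 each), with every heat library below every control library (exact permutation test, two-sided, p = 0.0286, and 0.0857 adjusted over the 3 days). The shares were 0.741% ± 0.352 and 0.484% ± 0.196 at 1 DAT (exact p = 0.229) and 0.624% ± 0.114 and 0.423% ± 0.103 at 4 DAT (exact p = 0.0571).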

Despite the presence of 27 distinct miRNAs in family miR1135, this family accounted for only 0.5% of the reads. In contrast, family miR166 was the most abundant totalling 79% of the reads, including six members with more than 1000 RPM in all libraries and the remaining 17 ranging from 10 to 1000 RPM (Additional files 7 and 8). miR166–4.1-3p was the most abundant with an average read count of 414,544 RPM. 

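Family miR166 held 79.3% ± 3.49 of the miRNA reads (SD, n = 24 libraries), from 71.1% to 86.3%. The tag miR166-4.1-3p stood at 425724 ± 118123 RPM, and 6 of the 23 members were above 1000 RPM in every library. The means of the other 17 lay between 94.0 and 867 RPM, 13 of them stayed between 10 and 1000 RPM in every library, and none fell under 10 RPM in any. The family's share did not separate heat from control at 0 DAT, with 78.6% ± 3.14 and 79.2% ± 2.21 (SD, n = 4, exact permutation test, two-sided, p = 0.971). It was 79.4% ± 2.18 in heat and 75.2% ± 2.86 in control at 1 DAT (exact p = 0.0571) and 83.1% ± 3.53 and 80.2% ± 3.05 at 4 DAT (exact p = 0.286). Because these are shares of 1 total, a change in miR166 moves the share of every other family.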

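Summed over their tags, 23 families had a mean above 1000 RPM over the 24 libraries and together held 99.6% of the miRNA reads. Of these, 17 were above 1000 RPM in every library, with 98.8% of the reads. The 7 most abundant, miR166, miR156, miR396, miR167, miR1137, miR9662 and miR9669, held 95.2% of the reads.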

Overall, ten miRNA families had read counts exceeding 1000 RPM which globally represented more than 90% of all reads (Additional file 6: Figure S4b).

Difference in accumulation was also observed among miRNA processed from the same precursor, such as the case with miR528 and miR9662 where isomiRs varied from 33 to 660 RPM and 14 to 13,658 RPM, respectively (Additional file 8; Fig. 2a,b). 

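The tags of miR528 averaged 666 ± 417 RPM for miR528-1.1-5p, 295 ± 104 RPM for miR528-1.2-5p, 206 ± 154 RPM for miR528-1.3-3p, 69.2 ± 41.8 RPM for miR528-1.4-3p and 31.2 ± 36.5 RPM for miR528-1.5-5p (SD over all 24 libraries, so heat and control are pooled). For miR9662, the averages were 8853 ± 1976 RPM for miR9662-1.1-3p and 5000 ± 1878 RPM for miR9662-1.2-3p. The 20-nt tags miR9662-1.4-3p and miR9662-1.5-3p, which lack the last base of these, stood at 359 ± 76.9 and 236 ± 84.2 RPM, and the 19-nt tags miR9662-1.7-3p and miR9662-1.6-3p at 80.7 ± 36.6 and 185 ± 87.2 RPM. The tags of the second listed precursor, miR9662-2.8-5p and miR9662-2.9-3p, had 109 ± 48.1 and 84.8 ± 30.0 RPM. Tags of the same arm overlap, and each count takes the reads of exactly its length and sequence.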

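On the 5p arm of pre-miR9662-1, miR9662-1.3-5p averaged 3433 ± 1009 RPM (SD, n = 24). The 20-nt tag of the 3p arm paired with it, miR9662-1.4-3p, was lower in 24 of 24 libraries, 9.28-fold by the geometric mean of the ratios. Since the 24 libraries come from 8 pools of plants, the ratios were averaged per pool, and the 3p tag was lower in 8 of 8 pools (exact sign-flip test, two-sided, p = 0.00781). The counts behind the comparison are 11772 and 1202 reads over all libraries, and the RPM summed over the libraries come to 82386 and 8610. The ratio of the 5p to the 3p tag was 15.2 ± 2.95 in control and 5.69 ± 1.80 in heat at 0 DAT (SD, n = 4, exact permutation test, two-sided, p = 0.0286, the smallest possible). The tests of this ratio were run on its log2 values and were not adjusted over the 3 days. At 1 DAT the ratio was 9.82 ± 1.19 and 8.21 ± 2.11 (exact p = 0.229), and at 4 DAT 12.8 ± 3.50 and 8.54 ± 4.00 (exact p = 0.114). These ratios cover this pair of tags and not the arms as a whole. The 21-nt 3p tags miR9662-1.1-3p and miR9662-1.2-3p, at 8853 and 5000 RPM, were more abundant on average than the 5p tag.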

Analysis of differences in accumulation of mature miRNAs and their complementary miRNAs* showed the abundance of mature miR9662–1.4-3p to be considerably lower (8738 RPM) than its complementary star miR9662–1.3-5p (82,966 RPM) (Additional file 9: Figure S6a). 

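The 19-nt tag miR9662-1.7-3p and the 5p tag miR9662-2.8-5p, which Table S2 lists under the second precursor, differed less: the 5p tag was higher in 16 of 24 libraries, 1.35-fold by the geometric mean, and in 6 of the 8 plant pools (exact sign-flip test of the pool means, two-sided, p = 0.172), a difference that did not pass the threshold of 0.05. The sums of RPM over the 24 libraries were 1937 for miR9662-1.7-3p and 2620 for miR9662-2.8-5p, from 275 and 391 reads.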

Inversely, although not nearly as pronounced, the abundance of mature miR9662–1.7-3p was lower (1928 RPM) than its complementary star miR9662–1.8-5p (2591 RPM) (Additional file 9: Figure S6b).

**Fig. 2:**
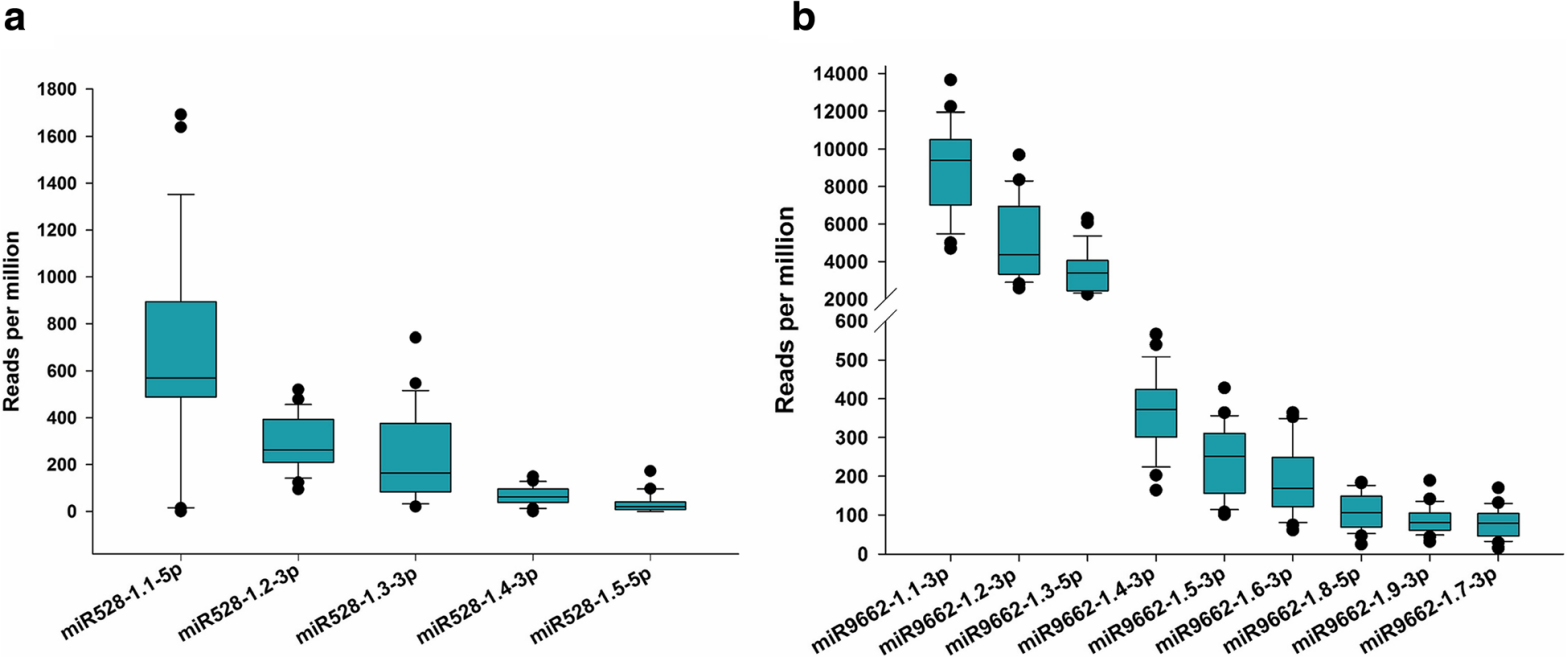
Box plots of the relative abundance of isomiRs belonging to miRNA family (**a**) miR528 and (**b**) miR9662. The median is shown by a horizontal black line. Boxes represent the 25th and 75th percentiles while error bars indicate the 10th and 90th percentiles

An MDS plot constructed using the normalized read counts showed the relative similarities among the biological replicates (Additional file 10: Figure. S7). 

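At 0 DAT, heat and control libraries separated: the difference between heat and control accounted for 45.2% of the squared distance among the 8 libraries on the log2 RPM of the 202 tags, the largest of the 35 ways to divide them 4 against 4 (exact p = 0.0286). At 1 DAT the share was 26.8%, again the largest of 35 (exact p = 0.0286) and the largest of the 8 that part same-numbered libraries, which deviated together on that day (exact p = 0.125, the smallest possible), and at 4 DAT 22.0% (exact p = 0.0571). Group means showed the same order, with a root mean square log2 difference between heat and control of 0.91 at 0 DAT, 0.68 at 1 DAT and 0.52 at 4 DAT, against 0.34 between control at 0 and at 1 DAT and 0.37 between control at 0 and at 4 DAT.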

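Heat changed the level of 45 miRNAs of 16 families in at least 1 of the 3 days (edgeR's quasi-likelihood test of the 3 contrasts together, FDR < 0.05), and 64 had an unadjusted p under 0.05. Of the 36 miRNAs of the paper's Table S4, 32 were among them. The strongest was miR528-1.1-5p (adjusted p = 2.21e-07, edgeR), followed by the 19-nt tag miR1121-18-3p (adjusted p = 4.43e-07, edgeR). Among the lists, which were fixed before the counts but after Table S4 had been seen, families whose targets are transcription factors (miR156, miR159, miR166, miR167, miR169, miR171, miR319 and miR396, 55 tags) had 5 higher and 3 lower tags at 0 DAT by edgeR, the same numbers when adjusted over the list alone, and did not move as a group (limma's camera test, adjusted p = 0.649). The list takes all tags of these families, whichever their arm, and the lower ones include miR166-11-5p and miR166-8.2-5p of the 5p arm. Families of nutrient and copper homeostasis (miR395, miR398, miR399 and miR528, 11 tags) had 3 lower tags, all of miR528, and none higher at 0 DAT, with a median log2 fold change of -0.74 (limma's camera test, adjusted p = 0.0486, and adjusted p = 0.485 with an estimated correlation), a call lost in 5 of 8 fits without 1 library and with the replicate number as a block (limma's camera test, adjusted p = 0.0637). Leaving out 1 library at a time moved the count of 45 to between 38 and 50.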

Of the 202 mature miRNAs, 36 belonging to 18 families were differentially expressed upon heat stress (Additional file 11; Fig. 3a). Cluster dendrogram of differentially expressed miRNA revealed a temporal expression pattern where the heat-stress induced alterations in miRNA levels were more pronounced immediately at the end of the heat stress (0 DAT; Fig. 3b). 

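At 0 DAT, 35 miRNAs differed between heat and control by edgeR, 18 higher and 17 lower in heat. At 1 DAT there were 23, with 13 higher and 10 lower, and 12 of these were also called at 0 DAT. With independent tags and days, 3.99 would be expected by chance (exact hypergeometric test, one-sided, p = 4.31e-05). The same plants were sampled on both days and some tags overlap in sequence, so this p does not measure replication. Of the 12 shared calls, 6 were higher on both days, 5 were lower on both and miR528-1.3-3p was lower at 0 DAT and higher at 1 DAT. With library sizes taken from the 18 to 24 nt reads of Table S1, the split at 1 DAT was 21 higher and 4 lower, and with sizes after the removal of chloroplast and other non-coding RNA 23 and 3. At 4 DAT no miRNA passed (lowest adjusted p = 0.0636, edgeR), although 26 had an unadjusted p under 0.05. DESeq2 called 4, the edgeR likelihood ratio test 3 and limma voom 0. The tag miR1121-18-3p had the highest log2 fold change on both days with calls, 4.68 at 0 DAT and 4.13 at 1 DAT (adjusted p = 1.86e-05 and 0.000297, edgeR). At 1 DAT, miR399-18-3p rose with a log2 fold change of 1.23 (SE 0.31, adjusted p = 0.0175, edgeR), a call lost when control replicate 2 or 3 or heat replicate 1 was left out. Of the called miRNAs, 20 of 35 at 0 DAT and 1 of 23 at 1 DAT, miR1121-18-3p, kept their call under all alternatives set before the data were examined and with any 1 library left out. The count at 0 DAT was 22 without heat replicate 3. The count at 1 DAT was 1 without control replicate 2, 6 without control replicate 3, 12 or 13 without heat replicate 1, 3 or 4, and 1 with only the libraries of that day in the fit. From the clustering of these levels, the paper concludes that the changes were largest right after the stress.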

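Over the 36 miRNAs of the paper's Table S4, the median absolute log2 fold change between heat and control was 1.44 at 0 DAT, 0.90 at 1 DAT and 0.54 at 4 DAT. The difference was smaller at 1 DAT than at 0 DAT for 27 of the 36, and smaller at 4 DAT for 33. Since these miRNAs were chosen on the same libraries, this tally is not independent evidence: over all 202 tags the median was 0.42, 0.40 and 0.39, and the difference was smaller for 109 at 1 DAT and for 122 at 4 DAT. Tests of the change itself called 5 miRNAs between 0 and 1 DAT and 2 between 0 and 4 DAT (edgeR interaction, FDR < 0.05), with 18 and 17 at an unadjusted p under 0.05. These tests take any change of the signed effect, so a call need not mean a smaller one. From 0 to 1 DAT, the log2 fold change of miR399-18-3p went from -0.45 to 1.23 and that of miR528-1.3-3p from -1.67 to 1.60. Those of miR528-1.1-5p (-6.21 to -0.07), miR166-11-5p (-2.36 to -0.48) and miR167-1-5p (1.80 to -0.48) became smaller in size. From 0 to 4 DAT, miR528-1.2-5p went from -1.001 to 0.70 and miR528-1.1-5p from -6.21 to 0.38. The heat effect on miR528-1.1-5p changed by 6.14 log2 units (SE 0.70, adjusted p = 7.26e-07, edgeR) from 0 to 1 DAT and by 6.58 (SE 0.70, adjusted p = 1.79e-07, edgeR) from 0 to 4 DAT. That of miR528-1.3-3p changed by 3.28 from 0 to 1 DAT (SE 0.76, adjusted p = 0.0207, edgeR), a call lost with the plant pools as a block and without control replicate 3 or heat replicate 1 of 0 DAT. The calls of miR166-11-5p (1.88), miR167-1-5p (-2.28) and miR399-18-3p (1.69) between 0 and 1 DAT, each at an adjusted p of 0.0492 by edgeR, and of miR528-1.2-5p (1.70, adjusted p = 0.0466) between 0 and 4 DAT were each lost in at least 10 of 16 fits that left out 1 library and under at least 4 alternatives. With the pools as a block, 1 miRNA remained called in each comparison, miR528-1.1-5p.

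**Figure D2:**
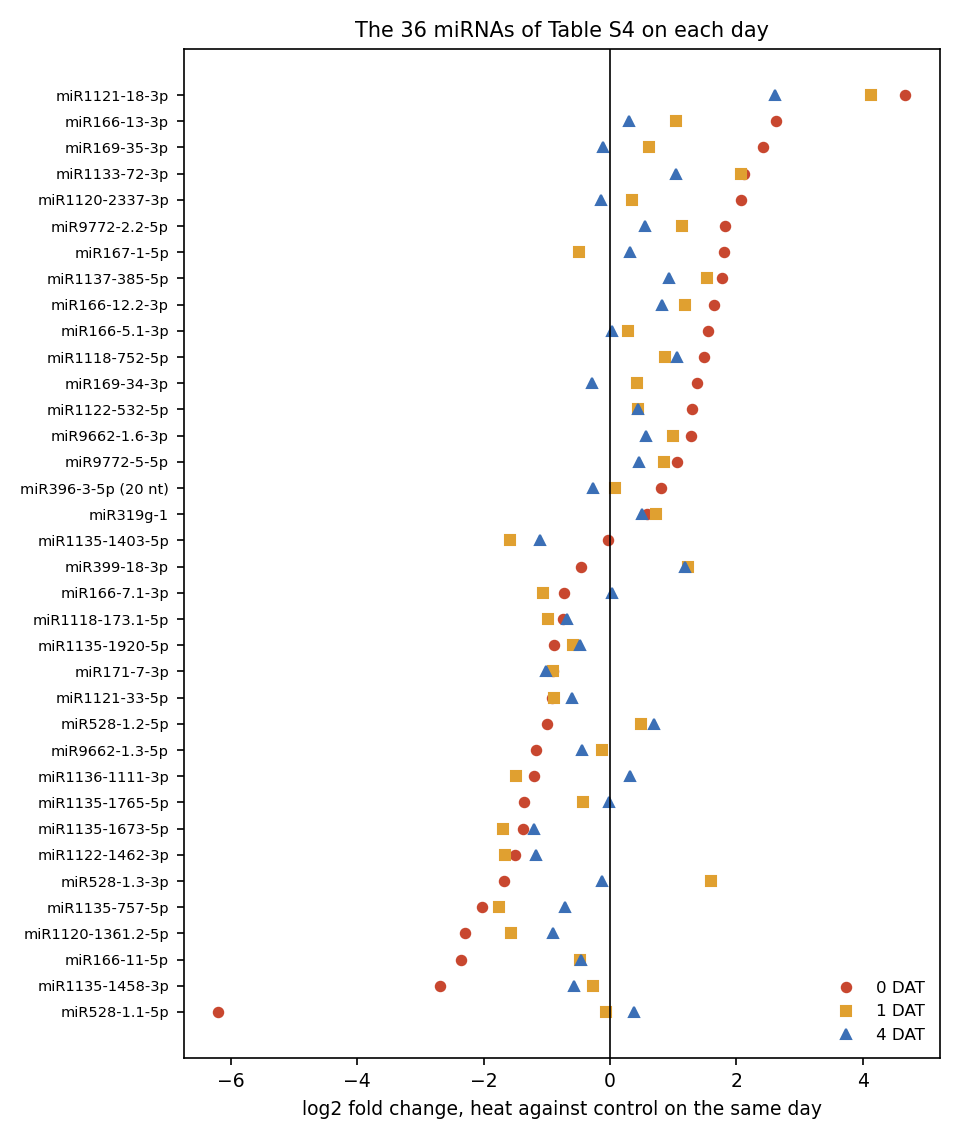
Log2 fold change of heat against control at 0, 1 and 4 DAT for the 36 miRNAs of the paper's Table S4, from edgeR (n = 4 libraries per group). The lowest value at 0 DAT is miR528-1.1-5p at -6.21, which stands at -0.07 at 1 DAT and 0.38 at 4 DAT.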

For the majority of the differentially expressed miRNAs, fold change expression differences were smaller during the recovery phase at 1 and 4 DAT compared to 0 DAT (Fig. 3b). 

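Of the 36 miRNAs of Table S4, 19 were lower and 17 were higher in heat than in control at 0 DAT, and 14 in each direction passed the test (edgeR, FDR < 0.05). After miR528-1.1-5p, the strongest decreases were those of miR1135-1458-3p, from 399.2 ± 117 to 59.1 ± 40.3 RPM (log2 fold change -2.69, SE 0.60, adjusted p = 0.00305, edgeR), and of miR166-11-5p, from 481 ± 109 to 94.3 ± 45.9 RPM (log2 fold change -2.36, SE 0.39, adjusted p = 0.000138, edgeR), with SD and n = 4 for each RPM. The miRNA miR171-7-3p, of a family that targets GRAS transcription factors, had a log2 fold change of -0.90 (SE 0.30, adjusted p = 0.0346, edgeR), a call lost without any 1 of 6 of the 8 libraries. Of the increases, miR167-1-5p went from 217 ± 55.0 to 767 ± 343 RPM (log2 fold change 1.80, SE 0.45, adjusted p = 0.00813, edgeR) and the 20-nt tag miR1137-385-5p from 51.4 ± 19.0 to 168.6 ± 20.4 RPM (log2 fold change 1.78, SE 0.44, adjusted p = 0.00765, edgeR).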

Of the 36 differentially expressed miRNAs, 18 were downregulated immediately after heat stress (0 DAT; Additional file 11). 

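Family miR528, summed over its tags, fell at 0 DAT from 1738 ± 630 RPM in control to 382 ± 89.6 RPM in heat (SD, n = 4, log2 fold change -2.16, SE 0.29, adjusted p = 7.0e-06 over 37 families, edgeR). Values differed by tag. The 20-nt tag miR528-1.1-5p fell from 1012 ± 508 to 13.4 ± 9.38 RPM (log2 fold change -6.21, SE 0.57, adjusted p = 1.1e-08, edgeR). Its counts in the control libraries were 73, 219, 99 and 119 reads and in the heat libraries 1, 0, 2 and 2 reads, which is a 65.4-fold difference relative to the total reads, with a 95% counting interval of 27.9 to 202 that covers counting error only. The 21-nt 5p tag miR528-1.2-5p fell from 338 ± 35.1 to 170 ± 12.2 RPM (log2 fold change -1.001, SE 0.31, adjusted p = 0.0262, edgeR), a call lost without control replicate 1 or heat replicate 2, 3 or 4. On the other arm, miR528-1.3-3p fell from 306 ± 136 to 88.7 ± 31.5 RPM (log2 fold change -1.67, SE 0.56, adjusted p = 0.0374, edgeR), a call lost with the replicate number as a block, by limma voom and without any 1 of 6 of the 8 libraries. The levels of miR528-1.4-3p, 61.2 ± 21.6 and 54.6 ± 58.1 RPM, and of miR528-1.5-5p, 21.0 ± 7.602 and 55.3 ± 24.3 RPM, did not pass the test. Family miR1135 fell from 7179 ± 989 to 4497 ± 672 RPM (log2 fold change -0.67, SE 0.19, adjusted p = 0.0278, edgeR). With TMM factors from tags of 20 nt or longer, or without any 1 of 5 of the 8 libraries, the number of families called at 0 DAT was 1 in place of 2. Of its 27 tags, 5 were lower, 1 (miR1135-1490-3p) was higher and the rest did not pass. Besides miR1135-1458-3p, the 24-nt tag miR1135-757-5p fell from 221 ± 61.8 to 53.3 ± 8.62 RPM (log2 fold change -2.02, adjusted p = 0.00765, edgeR).

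**Figure D3:**
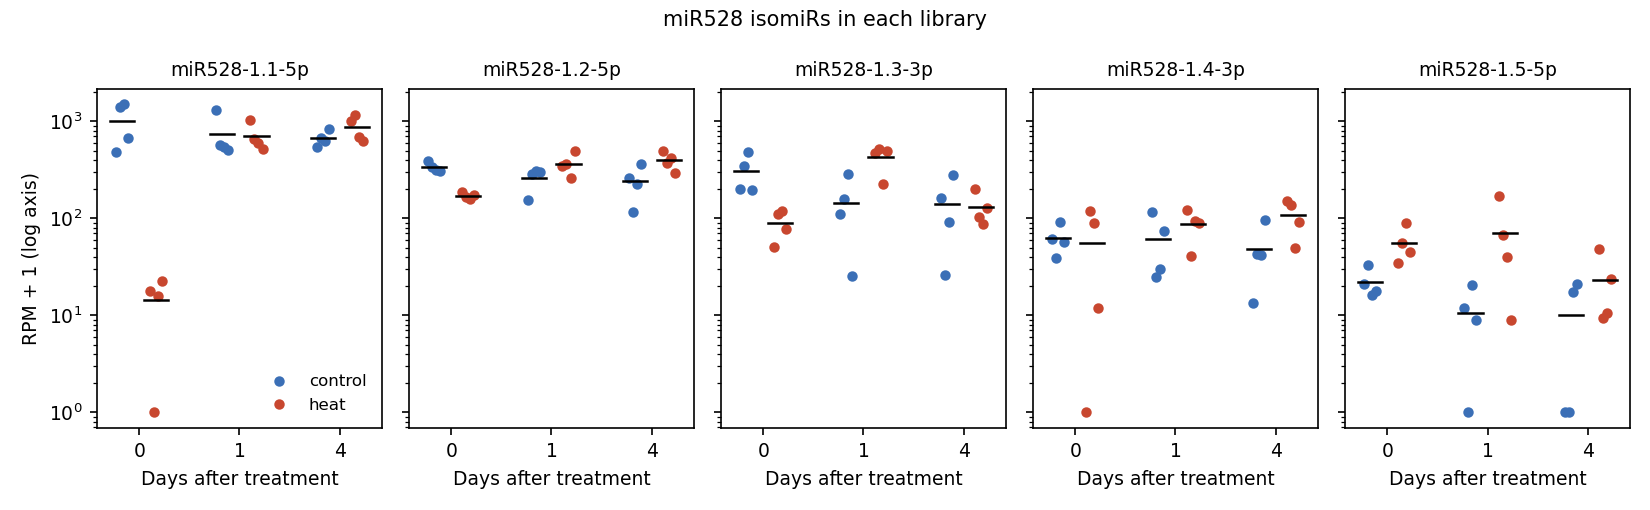
RPM + 1 of the 5 miR528 tags in control and heat at 0, 1 and 4 DAT, on a log axis. Dots are libraries (n = 4 per group) and black bars are group means. At 0 DAT, miR528-1.1-5p averages 13.4 RPM in heat and 1012 RPM in control.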

Hierarchical clustering of differentially expressed miRNAs showed that miR528 and miR1135 were downregulated after heat stress (Fig. 3b). In contrast, members of miR169 and miR9772 were upregulated by the end of the 5-day heat stress period (Fig. 3b; Additional file 11). 

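Of the 8 tags of miR169, miR169-35-3p rose at 0 DAT from 18.4 ± 24.3 to 120.4 ± 69.4 RPM (SD, n = 4, log2 fold change 2.42, SE 0.74, adjusted p = 0.0254, edgeR). That call rests on 12 reads in control and 45 in heat and was lost when only the 0 DAT libraries were fitted or any 1 of 6 of the 8 libraries was left out. The level of miR169-34-3p was 181 ± 152 RPM in control and 462.5 ± 145 RPM in heat (log2 fold change 1.38, SE 0.50, adjusted p = 0.0593, edgeR), which did not pass. Family miR169 as a whole had a log2 fold change of 0.07 (SE 0.40, adjusted p = 0.989, edgeR). In family miR9772, 3 of the 6 tags rose and 1 fell. The tag miR9772-5-5p rose from 469 ± 77.6 to 974 ± 234 RPM (log2 fold change 1.06, SE 0.25, adjusted p = 0.00632, edgeR), and miR9772-2.2-5p and miR9772-2.1-5p had log2 fold changes of 1.82 and 1.01 (adjusted p = 0.0267 and 0.0417, edgeR). The call of miR9772-2.2-5p was lost with the 0 DAT libraries alone and without any 1 of 3 of the 8 libraries, and that of miR9772-2.1-5p with the replicate number as a block and without any 1 of 7. The 19-nt tag miR9772-6-5p fell from 265 ± 39.6 to 128 ± 25.0 RPM (log2 fold change -1.02, SE 0.28, adjusted p = 0.0119, edgeR).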

Levels of miR1121–33-5p were reduced in response to heat stress, but unlike others, they did not return to the same level as the control during the recovery period (1–4 DAT; Additional file 11). 

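Levels of miR1121-33-5p at 0 DAT were 2528 ± 426 RPM in control and 1327 ± 300 RPM in heat (SD, n = 4, log2 fold change -0.92, SE 0.29, adjusted p = 0.0268, edgeR). At 1 DAT they were 2195 ± 702 and 1182 ± 431 RPM (log2 fold change -0.89, SE 0.29, adjusted p = 0.0465, edgeR), and at 4 DAT 1997 ± 462 and 1321 ± 259 RPM (log2 fold change -0.60, SE 0.29, adjusted p = 0.387, edgeR), a difference that did not pass. The change of the heat effect was 0.04 log2 units from 0 to 1 DAT and 0.33 from 0 to 4 DAT, and neither interaction was called. The call at 0 DAT was lost with library sizes taken after the removal of chloroplast and other non-coding RNA and in 3 of 8 fits that left out 1 library. The call at 1 DAT was lost under 7 alternatives and in 6 of 8 such fits.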

Members of miR166, miR1118, miR1120, miR1121 and miR1122 were also differentially regulated in response to heat stress (Fig. 3a,b). 

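Members of miR166 moved in opposite directions at 0 DAT. The 18-nt tag miR166-13-3p rose from 45.9 ± 16.7 to 307 ± 61.7 RPM (SD, n = 4, log2 fold change 2.64, SE 0.45, adjusted p = 0.000175, edgeR), and the 19-nt miR166-12.2-3p and 18-nt miR166-5.1-3p had log2 fold changes of 1.65 and 1.55 (adjusted p = 0.00067 and 0.00125, edgeR). The 5p tag miR166-8.2-5p fell with a log2 fold change of -0.99 (adjusted p = 0.00931, edgeR). In family miR1121, the 19-nt miR1121-18-3p was at 6.27 ± 5.24 RPM in control and 209 ± 78.6 RPM in heat, from 4 and 80 reads, a 31.2-fold difference with a 95% counting interval of 11.7 to 117 that covers counting error only. In miR1120, the 18-nt tag miR1120-2337-3p rose (log2 fold change 2.08, SE 0.44, adjusted p = 0.00194, edgeR) and miR1120-1361.2-5p fell (log2 fold change -2.30, SE 0.62, adjusted p = 0.0111, edgeR, a call lost by limma voom). In miR1118, miR1118-752-5p rose (log2 fold change 1.50, SE 0.38, adjusted p = 0.00836, edgeR). In miR1122, miR1122-532-5p rose and the 24-nt tag miR1122-1462-3p fell (log2 fold changes 1.30 and -1.51, adjusted p = 0.0111 and 0.0119, edgeR). Of the higher tags named here, miR166-13-3p, miR166-12.2-3p, miR166-5.1-3p, miR1121-18-3p and miR1120-2337-3p are of 18 or 19 nt, the length class whose share of all miRNA reads was higher in the heat libraries of 0 DAT. That share counts the reads of these same tags, so it is not a separate observation. In that class of 17 tags, 7 were called higher and 1, miR9772-6-5p, lower. Over all 101 tags of the miR11xx and miR1439 families, 9 were higher and 8 lower, with no shift of the group (limma's camera test, adjusted p = 0.958).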

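Within heat-stressed plants, 11 miRNAs differed between 0 and 4 DAT by edgeR, 5 of them higher and 6 lower at 4 DAT. The level of miR528-1.1-5p rose to 871 ± 260 RPM at 4 DAT (SD, n = 4, log2 fold change 6.00, SE 0.57, adjusted p = 2.22e-08, edgeR). Increases were also called for miR166-11-5p (log2 fold change 1.61), miR528-1.2-5p (1.22), miR399-18-3p (1.24) and the 19-nt miR166-7.1-3p (1.01). Decreases were called for miR169-34-3p, to 67.9 ± 38.2 RPM at 4 DAT (log2 fold change -2.84, SE 0.55, adjusted p = 0.00273, edgeR), and for the short tags miR1120-2337-3p (-2.10), miR166-13-3p (-2.02), miR1121-18-3p (-2.01), miR1133-72-3p (-2.003) and miR166-5.1-3p (-1.05). The differences of miR167-1-5p (log2 fold change -1.38, adjusted p = 0.060, edgeR) and miR528-1.3-3p (0.48, adjusted p = 0.71, edgeR) did not pass. Calls that were lost without some single libraries were those of miR528-1.2-5p (1 of 8), miR399-18-3p (2), miR166-7.1-3p (3), miR1133-72-3p (5) and miR166-5.1-3p (7), and those of miR1133-72-3p and miR166-5.1-3p were also lost with library sizes from the 18 to 24 nt reads of Table S1. The call of miR166-5.1-3p was further lost with the sizes after removal of non-coding RNA and with the plant pools as a block. DESeq2 called 21 miRNAs and a fit of these 8 libraries alone 18.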

Comparison between heat 0 and 4 DAT identified nine differentially expressed miRNAs: miR528–1.1-5p, miR528–1.3-3p, miR166–11-5p, miR528–1.2-5p, miR399–18-3p, miR166–13-3p, miR167–1-5p, miR1120–2337-3p, and miR166–5.1-3p (Fig. 3b). 

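In control plants, no miRNA differed between 0 and 4 DAT by edgeR (lowest adjusted p = 0.872), and 7 had an unadjusted p under 0.05. The edgeR likelihood ratio test, DESeq2 and limma voom also called 0. The median absolute log2 difference over the 202 miRNAs was 0.22 in control, against 0.42 between heat 0 and 4 DAT. For miR528-1.1-5p, the control level at 4 DAT was 668 ± 120 RPM (SD, n = 4).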

Comparison between control 0 and 4 DAT did not reveal any differentially expressed miRNA.

**Fig. 3:**
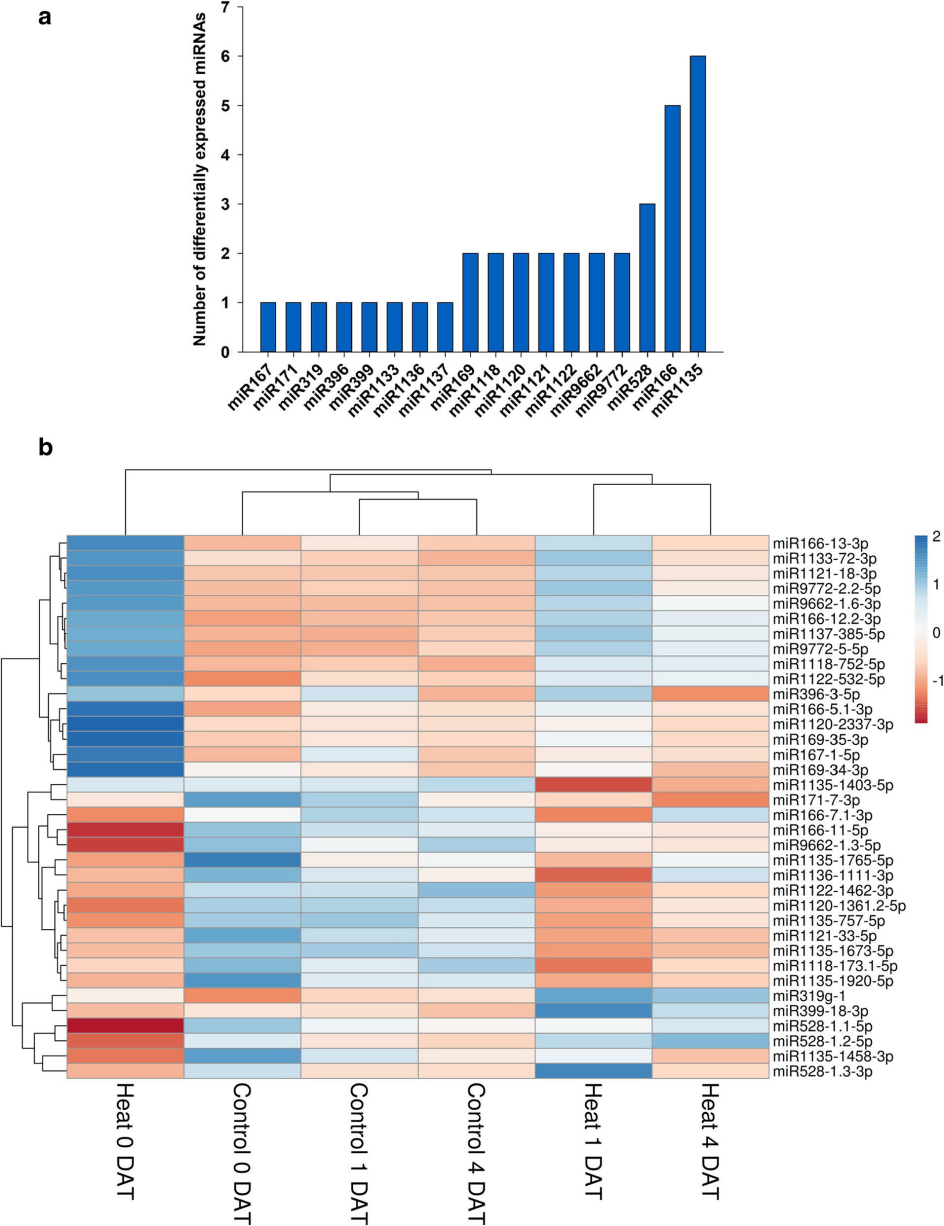
Differential expression of miRNAs following heat stress. (**a**) Distribution of the 36 miRNAs differentially expressed in wheat leaf tissue after heat stress into 18 families (FDR < 0.05). (**b**) Heat map of the 36 differentially expressed miRNAs in response to heat stress. The blue color represents upregulation and red is for downregulation. The dendrogram represents the hierarchical clustering of the control and heat treatments at the three sampling time points of 0, 1 and 4 days after treatment (DAT)

### Identification of cleaved miRNA targets through sequencing of the degradome

Sequencing of the 24 degradome libraries yielded a total of 404 M reads. After quality check and adapter trimming, 370 M 19–21 nt-long reads were analyzed. A total 84 miRNAs were identified to target 589 transcripts corresponding to 206 protein coding loci (*P* value < 0.05; PARE abundance > 4; Additional file 12) thus validating several conserved miRNA targets (Table 1). IsomiRs of miR156 and miR159 targeted squamosa promoter-binding-like proteins and a MYB transcription factor, respectively (Fig. 4). Homeobox leucine-zipper proteins were targeted by no less than 20 miRNAs of family miR166. Similarly, stress responsive mitochondrial transcription termination factor-like proteins were targeted by three isomiRs of miR9662.

**Table 1:** Selected miRNA targets validated through degradome sequencing. Conserved miRNA and their targets are italicized

miRNA	Target of miRNA	Functional pathways
*miR156–1.1-5p*	*Squamosa promoter-binding-like protein*	Stress signalling, regulation of juvenile state [88]
*miR156–1.2-5p*		
*miR159f-1*	*MYB transcription factor*	Anther development and male sterility [33]
*miR166–12.1-3p*	*Homeobox leucine-zipper protein*	Hormone signalling, leaf morphogenesis and development [89]
miR166–12.2-3p*		
miR166–13-3p*		
*miR166–1-3p*		
*miR166–3.1-3p*		
*miR166–3.2-3p*		
*miR166–4.1-3p*		
*miR166–4.2-3p*		
*miR166–4-3p*		
miR166–5.1-3p*		
*miR166–5.2-3p*		
*miR166–6-3p*		
miR166–7.1-3p*		
*miR166–7.2-3p*		
*miR166–8.1-3p*		
*miR166–8.2-3p*		
*miR166–8.3-3p*		
*miR166–8.5-3p*		
*miR166–8.6-3p*		
*miR166–9-3p*		
*miR167–14-3p*	*Auxin response factor*	Auxin signalling [90, 91]
miR167–1-5p*		
*miR167–18-5p*		
*miR167–2-5p*		
*miR167–35-5p*		
*miR169–51-3p*	*Nuclear transcription factor Y subunit*	ABA signalling and drought stress signalling [92]
*miR169l-1*		
*miR171–2-3p*	*Scarecrow transcription factor family protein*	Floral development drought stress signalling [92]
*miR393–2-5p*	*Transport inhibitor response 1*	Auxin signalling [93]
*miR393–4-5p*		
*miR393–6-5p*		
*miR395–18-3p*	*ATP sulfurylase (Sulfate adenylyltransferase)*	Sulfate transport [92]
*miR395–41-3p*		
*miR398–1.2-3p*	*Superoxide dismutase [Cu-Zn]*	Antioxidant activity [94]
miR528–1.2-5p*, ^*†*^	*Superoxide dismutase [Cu-Zn], L-ascorbate oxidase*	Antioxidant activity [78]
miR2020b-1	Pentatricopeptide repeat-containing protein	RNA metabolism and organ development [82, 83]
miR9662–1.1-3p	Mitochondrial transcription termination factor-like	Regulation of transcription
miR9662–1.2-3p		
miR9662–1.4-3p		
miR9662–1.5-3p		
miR9662–1.6-3p*		
miR9662–1.7-3p		
miR9662–2.9-3p		
miR9670–2.1-5p	Mitochondrial transcription termination factor-like	Regulation of transcription [85]
miR9772–1-5p^‡^	F-box proteins	[22, 79]
miR9772–2.1-5p^‡^		
miR9772–2.2-5p*,^‡^		
miR9772–4-5p^‡^		
miR9772–5-5p*,^‡^		
miR9772–6-5p^‡^		

*significant differential expression at any time points after heat stress (FDR < 0.05);^†^ indicates monocot specific miRNAs, ^‡^ indicated *Triticum* specific miRNAs

**Fig. 4:**
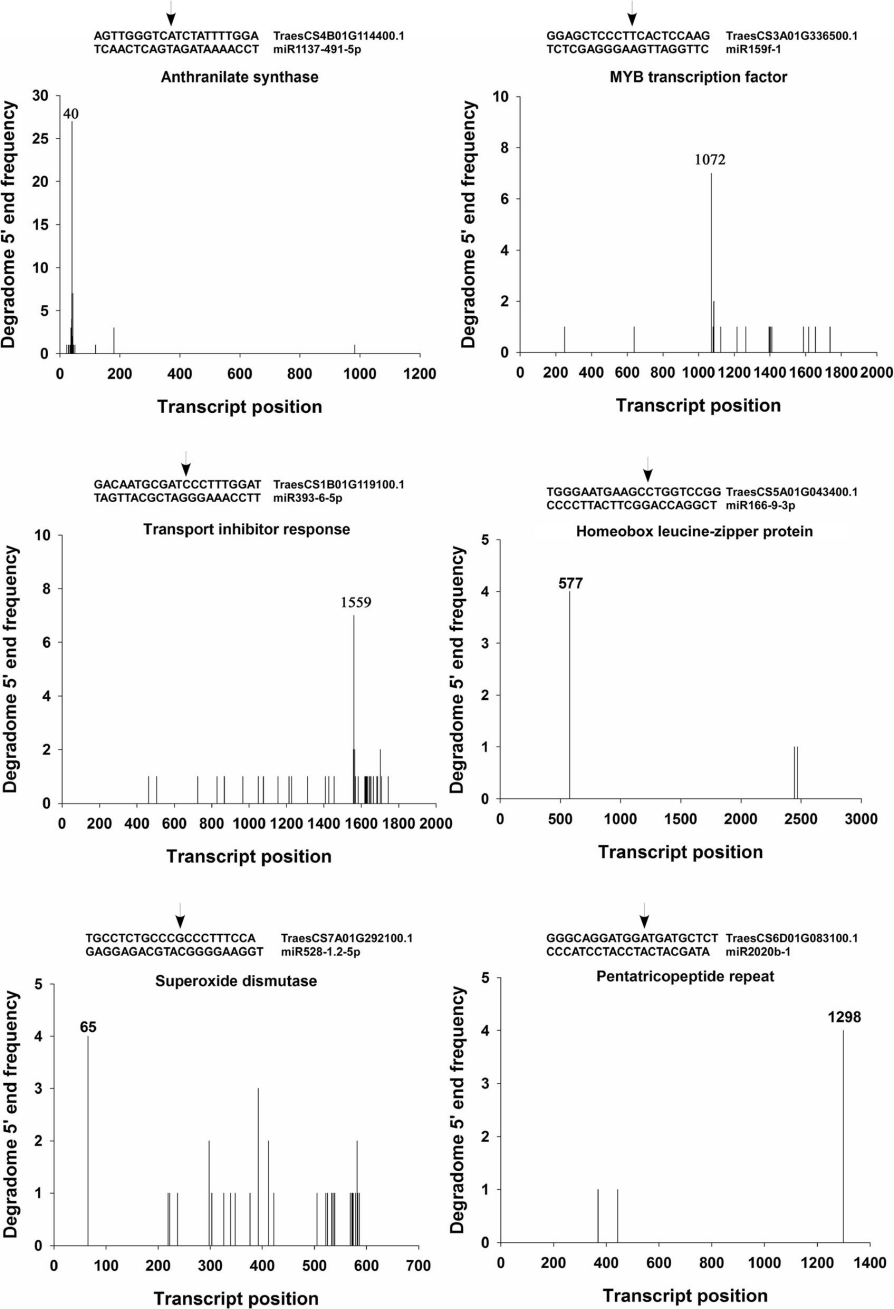
Identification of cleaved miRNA targets. The target plots (t-plots) show read abundance aligned to the indicated transcript. The arrows above the miRNA-transcript alignment indicate the miRNA-directed cleavage site

Transcripts associated with superoxide dismutase activity were targeted by both miR398–1.b-3p and miR528–1.b-5p. Kinases and transcripts involved in ubiquitin-mediated proteolysis were regulated by several miRNAs from multiple families including miR1118, miR1120, miR1135 and miR1136. F-box family proteins were targeted by isomiRs of miR1133, miR1135, miR1136 and miR9772. Anthranilate synthase was targeted by isomiRs of family miR1136, miR1137 and miR1439 (Table 1).

### Prediction of heat stress associated regulatory networks

Degradome validated miRNA targets queried to STRING DB predominantly associated with redox homeostasis, antioxidant activity and ubiquitination (Fig. 5). Cu-Zn Superoxide dismutases targeted by miR528 and miR398 coexpressed with other Fe/Zn Superoxide dismutases. Cellular and redox homeostasis related network were also observed with pentatricopeptide repeat-containing protein (PPR) involving dihydrofolate reductase/thymidylate synthase. A prominent interaction cluster was observed for F-box associated with ubiquitin family of proteins. Query of mitochondrial transcription termination factor (mTERF) resulted in a similar cluster associating both ubiquitin family and phosphatidylinositol 3- and 4-kinase domain carrying proteins. Predicted interacting proteins and their annotation are listed (Additional file 13).

**Fig. 5:**
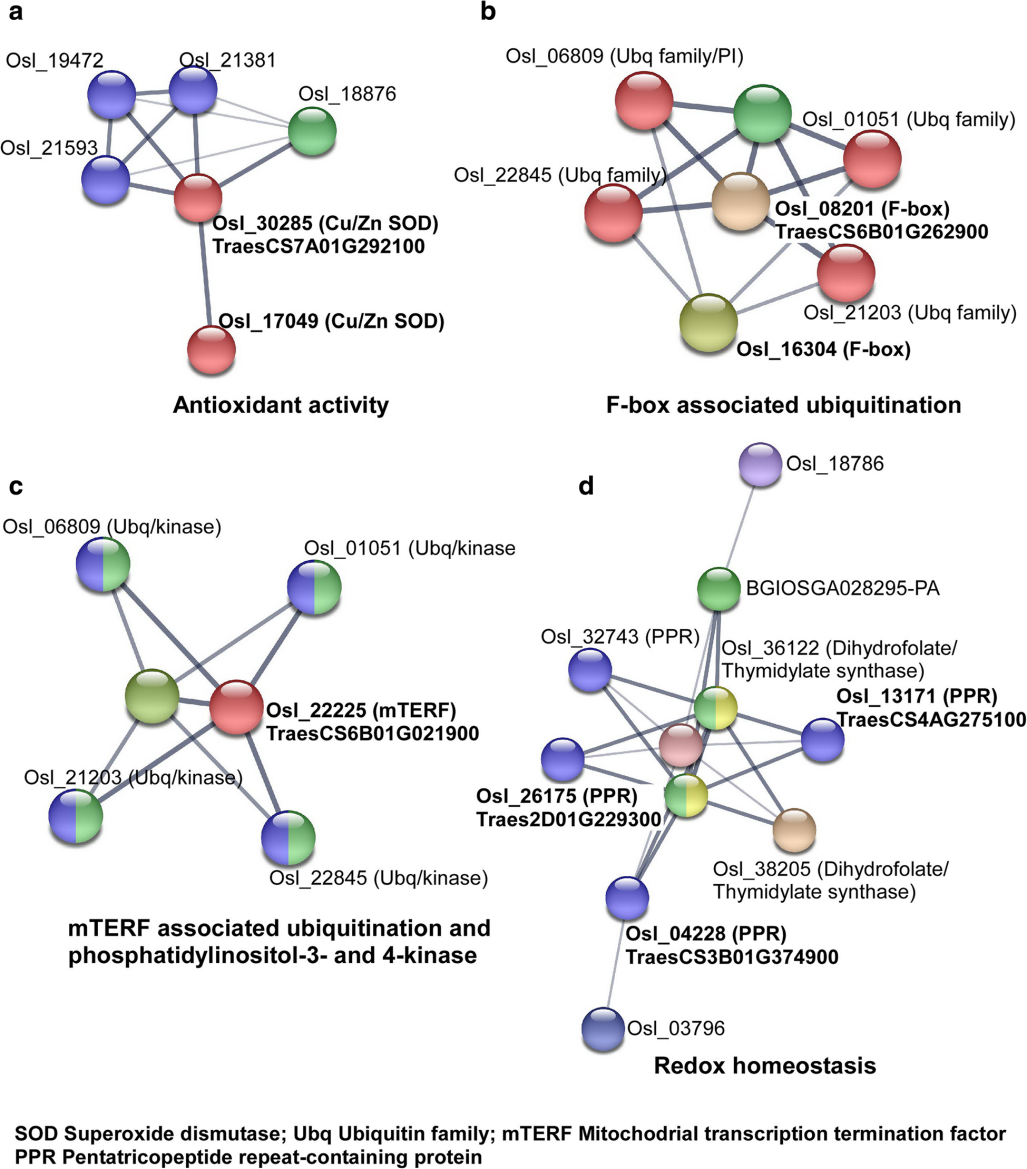
STRING network view of known and predicted interaction partners. Degradome validated miRNA targets were used as query to search orthologous proteins in rice (*Oryza sativa*). The confidence view screen shows the known and predicted protein-protein interactions where stronger associations are represented by thicker lines. The bold font indicate the queried protein

## Discussion

Understanding the ability of plants to sense and respond to abiotic stresses such as heat has implications in plant breeding. In recent years, the prominent role of miRNA-guided post-transcriptional gene regulation has been uncovered in plant development and stress responses [reviewed by [31, 56, 57] ]. In this study, we report on the regulatory role of miRNAs in response to heat stress by analyzing an interlaced data set of sRNA and degradome sequences. With stringent annotation guidelines [43], we identified 202 mature miRNAs, of which, 36 were differentially altered with temporal expression profile upon heat stress. Through degradome analysis, we identified 84 miRNA targeting 206 protein coding loci. As reported for other plant species, a high degree of conservation was observed in miR156 regulating squamosa promoter-binding-like protein, miR159 regulating MYB transcription factor, miR166 regulating homeobox leucine-zipper protein and miR398 regulating superoxide dismutase [22, 31]. In addition to the typical heat stress response target transcripts of superoxide dismutases, peroxidases and an array of transcription factors, we also identified miRNA targets for organelle specific transcripts such as pentatricopeptide repeat-containing proteins and mitochondrial transcription termination factor-like proteins through miRNA-guided cleavage; a phenomenon that has not previously been reported in monocots.

Polyploid crops such as wheat have evolutionary advantages in development and adaptation [reviewed by [58] ]. Polyploid genomes better tolerate gene loss or silencing compared to their diploid counterparts because of their innate functional redundancy [59]. Hybridization and whole genome duplication have been demonstrated to result in expansion of miRNA families and enhance stress tolerance [60, 61]. Here, isomiRs of heat stress responsive miR528 and miR9662 were processed from single pre-miRNAs to regulate ROS and mitochondrial transcription termination factor-like proteins, respectively. The absence of the homoeologous coding loci may be from miRNA gene loss on the homoeologues or, alternatively, from selective gain in allohexaploid wheat. Such cases were however the exception rather than the norm considering that 161 miRNAs aligned to more than one pre-miRNA across all sub-genomes with many being highly redundant. For instance, miR1136–235-3p, targeting the 30S ribosomal protein S3, aligned to 1725 pre-miRNA coding loci across all sub-genomes. Previous studies on allohexaploid wheat and their progenitors have shown non-additive expression of miRNAs to regulate growth and adaptability [62]. Allohexaploid wheat and their progenitors are known to carry sub-genome donor- specific miRNA profiles [63].

Plant pre-miRNAs are variable in size and foldback structure compared to their animal counterparts [23]. The presence of one to three nucleotide bulges, mismatches and large loops in the foldback structure alter DCL recognition and processing resulting in new miRNA variants or isomiRs [24, 64]. In our study, all five isomiRs of miR528 and nine isomiRs of miR9662 were processed from pre-miRNA miR528–1 and miR9662–1, respectively. 

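Among the miR528 tags, the effect of heat at 0 DAT reached the test's threshold for 3 of 5, and the share of miR528-1.1-5p in the reads of the family was 55.8% ± 10.3 in control and 3.93% ± 3.02 in heat (SD, n = 4, exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0857 over 3 days). At 4 DAT the share was 62.4% ± 11.7 and 56.8% ± 5.80 (exact p = 0.543). Of the 9 miR9662 tags, 3 passed at 0 DAT: miR9662-1.3-5p and miR9662-2.8-5p, which were lower in heat, and the 19-nt tag miR9662-1.6-3p, which rose from 120.1 ± 21.2 to 299 ± 48.2 RPM (log2 fold change 1.28, SE 0.33, adjusted p = 0.00924, edgeR). The most abundant miR9662 tag, miR9662-1.1-3p, was at 8001 RPM in heat and 8474 RPM in control (log2 fold change -0.08, adjusted p = 0.882, edgeR).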

Despite being processed from the same pre-miRNAs, these isomiRs were not produced in equimolar amounts and only a subset of them was differentially expressed after heat stress. Mature miRNA accumulation is dictated by the rate of transcription, processing and their 3′ end modifications, the latter being typically methylated to be protected [65] from 3′ terminal uridination and subsequent degradation [66]. Previous studies have also shown isomiRs accumulation to vary across tissue types and in response to external stimuli such as stresses [67, 68]. Hence, it is imperative to quantify isomiRs because they differ in function and their expression from a single locus is controlled at the post-transcriptional level.

miRNA genes are transcribed independently based on their own promoter activity, a likely explanation for the differential accumulation of miRNAs of the same family. Although, members of miR166 were transcribed by only 16 miRNA coding loci, they accounted for more than 70% of the reads. IsomiRs of miR166 were also predominant in leaf tissue of durum wheat [69] and soybean [70]. Differences were also observed in accumulation of mature miRNA or guide strand and the complementary miRNA originating from the opposite arm, often called miRNA-star(*) (Additional file 9). The most abundant mature miRNAs were considered the dominant and functional products that regulate PTGS, whereas the miRNA* were considered minor products of the duplex processing [71]. However, miRNA* should not be discounted because it also has the ability to regulate gene expression [72]. 

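At 0 DAT, miR9662-1.3-5p fell from 4417 ± 799 RPM in control to 1954 ± 223 RPM in heat (SD, n = 4, log2 fold change -1.17, SE 0.22, adjusted p = 0.000651, edgeR). The 20-nt tag miR9662-2.8-5p had 122 ± 27.3 RPM in control and 53.2 ± 29.4 RPM in heat (log2 fold change -1.28, SE 0.43, adjusted p = 0.0414, edgeR), from 67 and 19 reads. That call was lost under 5 alternatives, all 4 other scalings and the fit of the 0 DAT libraries alone, and without any 1 of 6 of the 8 libraries. At 1 DAT, miR9662-1.3-5p was at 3265 RPM in heat and 3576 RPM in control (log2 fold change -0.13, adjusted p = 0.739, edgeR).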

The abundance of miRNA* miR9662–1.3-5p and miR9662–1.8-5p was higher than their corresponding miRNAs and both were differentially altered in response to heat stress, indicating a possible functional role in wheat (Additional file 11). However, despite their differential expression, we did not observe accumulation of their cleaved mRNA products in the degradome dataset. Nevertheless, three isomiRs processed from the 3p arm of pre-miR9662–1 were identified to target mitochondrial transcription termination factor-like protein encoding genes, lending credence to their functional role. Studies on Arabidopsis have shown that accurate processing and miRNA guide strand selection are regulated by HYL and CPL1 phosphatases [73]. The loading of miRNA to specific AGO is directed by the 5′ terminal nucleotides and mismatches in the duplex structure [74]. Consequently, it is possible that miRNAs processed from 3p and 5p arms can be preferentially selected to be loaded into different AGO complexes to regulate different transcripts in a tissue and stress specific manner.

The temporal expression profile of miRNAs in wheat cv Chinese Spring after heat stress is similar to our previous report on wheat cv Glenlea [37]. However, the relative accumulation of miRNAs varied between the two cultivars. For example, miR398 and miR169 were abundant in cv Glenlea whereas miR1135 and miR166 were the most abundant in cv Chinese Spring. These variations can occur as a consequence of shear genetic and regulatory differences among cultivars as reported in cowpea [39], cotton [38] and rice [75]. sRNA and degradome sequencing confirmed that few miRNA families and their targets were generally conserved across many plant species. miRNA families 156, 159, 166, 393 and 398 targeting squamosa promoter-binding-like proteins, MYB transcription factors, homeobox leucine-zipper proteins, transport inhibitor response proteins and superoxide dismutases, respectively, are highly conserved across dicots and monocots [31, 76]. In addition to conserved miRNA families and their targets, monocot specific miR528 was differentially altered after heat stress to regulate antioxidant activity. Heat stress induced H_2_O_2_ has been shown to function as a key signalling molecule to regulate the expression of heat shock proteins [7, 77]. The transient downregulation of miR528 and validation of the guided cleavage of the superoxide dismutase target through degradome sequencing exemplify a miRNA-directed stress response. 

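The level of family miR528 at 1 and 4 DAT did not differ between heat and control by the test. Its log2 fold change, summed over the tags, was 0.45 (SE 0.27, adjusted p = 0.389, edgeR) at 1 DAT and 0.46 (SE 0.27, adjusted p = 0.402, edgeR) at 4 DAT. By then miR528-1.1-5p was at 701 ± 228 RPM in heat and 731 ± 384 RPM in control at 1 DAT (SD, n = 4). At 1 DAT miR528-1.3-3p was higher in heat, 428 ± 136 RPM against 144 ± 108 RPM in control (log2 fold change 1.60, SE 0.51, adjusted p = 0.0461, edgeR), a call lost with the replicate number as a block, with the 1 DAT libraries alone and without any 1 of 6 of the 8 libraries. The level of miR528-1.2-5p was 365 ± 98.3 RPM in heat and 260 ± 71.5 RPM in control (log2 fold change 0.50, adjusted p = 0.341, edgeR), which did not pass. For superoxide dismutase, the paper lists miR528-1.2-5p as the miR528 tag that targets it. At 0 DAT the log2 fold change of this tag was -1.001, against -6.21 for miR528-1.1-5p. The call of miR528-1.2-5p on that day was lost without some single libraries.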

A recent study has also shown that suppression of miR528 enhances antiviral defense in rice [78]. *Triticum*-specific miR9772 was validated to target F-box family proteins, implicating the regulating ubiquitin-mediated proteasome degradation. In Arabidopsis, F-box family proteins are regulated by miR393 and miR394 to promote ubiquitination and proteasome degradation [22]. Overexpression of wheat F-box protein TaFBA1 confers oxidative and drought stress tolerance with enhanced antioxidant activity [79]. Anthranilate synthase, mediating the biosynthesis of chorismate to tryptophan, was targeted by miR1137–229-3p. In plants, tryptophan serves as a precursor for the synthesis of phytohormone auxins, phytoallexins, glucosinolates and alkaloids to control an array of developmental processes and to confer biotic and abiotic stress tolerances [80]. Heat stress associated regulator network revealed distinct clusters linking biosynthesis of tryptophan, phytohormones, antioxidant activity and ubiquitination. Although, six transport inhibitor response proteins were identified as targets of miR393, only one was differentially expressed with the expected inverse correlation. Sub-genome specific transcriptional level gene regulation and relative rates of biogenesis and decay of miRNA and their targets are possible [81].

miRNA-guided gene expression was also observed among organelle specific regulatory proteins. For instance, miR2020 targeted chloroplast and mitochondria localized a pentatricopeptide repeat-containing protein (PRP) that facilitates processing, splicing, editing, stability and translation of RNAs [82]. In rice, loss of pentatricopeptide repeat-containing proteins (WSL1) led to enhanced sensitivity to salinity, sugar and abscisic acid [83]. Similarly, mitochondrial transcription termination factor-like protein (mTERF) was targeted by miR9662. PRP and mTEFR carry tandem degenerate helical repeats and direct RNA splicing [84]. Studies on Arabidopsis and maize have shown that mTERF regulates responses to high light [85], heat stress [86] and salinity [87].

## Conclusion

The interlaced data set generated in this study identified and validated heat stress regulated miRNAs and their target genes associated with thermotolerance. We showed that miRNAs were highly altered immediately after heat stress to regulate thermotolerance but expression levels largely returned to control levels during the 1–4 day period following the end of the stress. Degradome sequencing revealed that the target genes of miRNA156, miR159, miR166 and miR398 are conserved among wheat, other cereal crops and dicot plants. Chloroplast and mitochondria localized pentatricopeptide repeat-containing and mitochondrial transcription termination factor-like proteins were shown to be regulated through miRNA-guided cleavage, a phenomenon that has not been reported to date in monocots. A thorough understanding of miRNA-mediated epigenetic changes constitutes an additional source of variation that can be capitalized upon for developing new breeding strategies targeting expression rather than structural changes.

## Additional files

Additional file 1: **Table S1** Sequencing and processing summary of the 24 small RNA libraries.

Additional file 2: **Figure S1.** Overview of small RNA profile. **a** Distribution of raw reads by treatment and sampling time point. **b** Distribution of distinct tags by treatment and sampling time point. The median is shown by a horizontal black line. Boxes represent the 25th and 75th percentiles while error bars indicate the 10th and 90th percentiles. **c** Size distribution of raw reads after size selection. **d** Size distribution of distinct tags prior to removal of other non-coding RNA and chloroplast sequences.

Additional file 3: **Figure S2.** miRNAs families. (a) Number of isomiRs in the 37 miRNA families identified in heat stress and control wheat leaves. (b) Relative abundance of size classes within the same conserved 37 miRNA families.

Additional file 4: **Table S2.** Conserved miRNA families, precursor sequence, structure, minimum free energy and star sequence information.

Additional file :5 **Figure S3.** Size distribution of miRNA families represented as percentage of raw reads and distinct tags.

Additional file 6: **Figure S4.** Relative abundance of miRNAs families expressed in heat stress and control wheat leaves. (a) Normalized raw read percentages of miRNA families. (b) Relative abundance of the normalized read counts based on the levels of expression in reads per million (RPM).

Additional file 7: **Figure S5.** Box plots of the relative abundance of mature miRNAs belonging to family miR166. The median is shown by a horizontal black line. Boxes represent the 25th and 75th percentiles while error bars indicate the 10th and 90th percentiles.

Additional file 8: **Table S3.** Normalized read counts of annotated miRNAs for each of 24 small RNA libraries corresponding to two treatments (control and heat), four replicates and three sampling time points (0, 1 and 4 days after treatment).

Additional file 9: **Figure S6.** Abundance of miRNAs cleaved from the 5p and 3p ends of pre-miRNA9662. (a) miR9662–1.3-5p/miR9662–1.4-3p and (b) miR9662–1.8-5p/miR9662–1.7-3p.

Additional file 10: **Figure S7.** MDS plot displaying the relative similarities among the biological replicates.

Additional file 11: **Table S4.** List of miRNA differentially expressed after heat stress.

Additional file 12: **Table S5.** List of miRNA targets identified by degradome sequencing.

Additional file 13: **Table S6.** List of predicted interaction partners for degradome validated miRNA targets identified in rice (*Oryza sativa*) using STRING DB.

## Data Availability

The smallRNA and degradome (PARE) data were submitted to the NCBI Gene Expression Omnibus under accession number GSE113358.

## Abbreviations

DAT: days after treatment
miRNA: microRNA
nt: nucleotide
PARE: Parallel Analysis of RNA Ends
RPM: reads per million

How the deposited data were processed for this re-analysis (not part of the article)

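Small RNA was sequenced from leaves of wheat cv Chinese Spring in 24 libraries, 4 for each of 6 groups (control and heat at 0, 1 and 4 DAT). Each library came from a pool of 18 plants, and leaf tissue of all plants was collected on each of the 3 days, so the groups of a treatment share their plants. Heat stress was 37 °C for 5 days. Treatment, day and replicate number were taken from the sample labels and matched the paper's Table S1.

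The authors prepared TruSeq small RNA libraries, sequenced them on a MiSeq, checked the reads with FastQC, trimmed adapters, kept reads of 18 to 24 nt and removed chloroplast and other non-coding RNA. Tags of at least 10 RPM in at least 1 library were mapped with Bowtie2 to precursor loci of IWGSC RefSeq v1.0, those with perfect matches were kept, and hairpins were predicted with RNAfold. Versions of these tools are not given in the sources used here. The deposited values are the authors' raw counts of reads per annotated tag and library, whole numbers without normalization. The 202 tags of the table held 3421194 reads. Library totals equalled the miRNA reads of Table S1 in 24 of 24 libraries, and the numbers of detected miRNAs did so in 24 of 24. Lengths and sequences were taken from the deposited table after 35 tags given as the reverse complement of the paper's sequence were turned around. Precursor loci are those of Table S2 in IWGSC RefSeq v1.0. The gene table at hand belongs to another build and was not used for coordinates. A tag with several loci cannot be assigned to 1 of them, and tags that differ by 1 base at an end are counted separately.

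From the counts, RPM values were computed as TMM-normalized counts relative to the library total. Differences were tested with edgeR's quasi-likelihood test (estimateDisp, glmQLFit and glmQLFTest) in a single fit of the 6 groups without a filter, with Benjamini-Hochberg adjustment over the 202 tags and an FDR threshold of 0.05. The contrasts were heat against control at 0, 1 and 4 DAT, the 3 of them together, 4 against 0 DAT within heat and within control, and the change of the heat effect from 0 to 1 and from 0 to 4 DAT. The common dispersion was 0.128. The same contrasts were run on counts summed per family. Lists of miRNAs were tested with limma's camera at a preset correlation of 0.01 and with the estimated correlation, adjusted over the lists of a day. Values with 1 number per library were compared with exact two-sided permutation tests, in which 4 libraries against 4 cannot give a p below 0.0286. Tests over 24 libraries used 100000 resamples. The versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Distances between libraries used log2 RPM with a prior count of 2, and ratios of a mature miRNA to its star a pseudocount of 0.5.

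Depth was low for single tags. Totals ran from 58501 to 300261 miRNA reads per library, and family miR166 took most of them, so many tags rest on fewer than 20 reads per library. The test was tried on counts simulated from the means and library sizes of the 0 DAT libraries, with 40 of 202 miRNAs changed, in 5 runs for each fold. Of the calls, 3.64% were false with 2-fold and 3.80% with 4-fold changes. Counting intervals cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of replicates differed by less than the sampling noise, so each library counted as 1 sample.

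The rule for naming took every miRNA that the results or discussion text or Table S4 of the paper names, whose values in the paper's tables had been seen. Per comparison, it added the 10 with the largest absolute log2 fold change among those at FDR < 0.05. Any other miRNA named was chosen after its values were seen. Some miRNAs under the rule are not described, among them miR1135-1673-5p, miR1135-1920-5p, miR1118-173.1-5p, miR1136-1111-3p and miR319g-1 of Table S4. The lists were families with transcription factor targets, auxin receptor and F-box families, nutrient and copper families, the miR96xx and miR9772 families, the miR11xx and miR1439 families, tags of 18 or 19, 20, 21, 22 or 23, and 24 nt, tags of each arm, tags with 100 or more precursor loci, and shortened tags, which are the first bases of a longer tag of the table. They were fixed before the counts were seen, but the tag sequences, lengths and Table S4 had been seen, and the share of reads in tags of 18 or 19 nt was chosen because many higher tags of Table S4 are short.

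Groups share replicate numbers 1 to 4. Within a treatment, a number stands for the same plants on each day, by the paper's methods. Between heat and control the numbers have no stated meaning, and pairing was checked on the 122 miRNAs with a mean count of at least 20. At 1 DAT the deviations of same-numbered libraries from their group means correlated across miRNAs with r of 0.306, 0.566, 0.240 and 0.323, each above 0.1, which was taken as pairing on that day. The tests stayed without a block, as set before the counts were seen, and the fit with the replicate number as a block is the alternative.

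The alternatives were the edgeR likelihood ratio test, DESeq2, RLE factors, library sizes from the 18 to 24 nt reads or the reads left after removal in Table S1, TMM factors from tags of 20 nt or longer, filterByExpr (193 miRNAs kept), a fit of only the groups compared, the replicate number as a block, the plant pools as a block, limma voom with the correlation within plant pools (-0.0753), and leaving out each library in turn. A likelihood ratio test with separately estimated dispersions and joint tests of several contrasts were added after seeing the data, as were a sign-flip test on the means of the 8 plant pools, the replicate block for families and lists, and splits of the libraries that part same-numbered pairs or keep each plant pool on a single side, extremes of single libraries, and the parts of the short-tag share. Target predictions and degradome data of the paper were not analysed here, nor were reads that are not in the table of annotated miRNAs.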

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

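Apart from the bound for RNA quality, all tests of explanations given here were chosen after the result was seen.

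Within single groups of 4 libraries, 9 of 136 groups tested had a library far from the other 3, and chance gives about 1 in 20 groups, or 6.8. In control at 0 DAT, family miR166 held 82.4% of the reads in replicate 4 (77.7 to 78.5% in the others), miR1118-752-5p was at 73.4 RPM in replicate 1 (44.7 to 45.2), miR1121-33-5p at 3166 RPM in replicate 3 (2281 to 2358) and miR166-12.2-3p at 483 RPM in replicate 4 (400.2 to 409). In control at 1 DAT, miR1137-229-3p was at 63.5 RPM in replicate 2 (16.1 to 21.9), miR1137-264-3p at 88.0 RPM in replicate 3 (24.2 to 31.8) and miR399-18-3p at 459 RPM in replicate 4 (166 to 198). In heat at 1 DAT, miR528-1.3-3p was at 227 RPM in replicate 3 (471 to 520.4), and replicate 2 had 200 detected miRNAs where each of the others had 201.

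The effect of heat differed between days for a few miRNAs. From 0 to 1 DAT the log2 fold change rose by 6.14 for miR528-1.1-5p, 3.28 for miR528-1.3-3p, 1.88 for miR166-11-5p and 1.69 for miR399-18-3p, and it changed by -2.28 for miR167-1-5p (edgeR interaction). From 0 to 4 DAT it rose by 6.58 for miR528-1.1-5p and 1.70 for miR528-1.2-5p (edgeR interaction). Only the calls of miR528-1.1-5p held under all alternatives set beforehand and without any 1 library.

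Some miRNAs called between heat and control are named neither in the paper's text nor in its Table S4. Of these, the ones higher in heat at 0 DAT were miR1118-310-5p (log2 fold change 1.53, adjusted p = 0.0426, edgeR), miR1122-1484-5p (0.94, adjusted p = 0.0276), miR1135-1490-3p (1.12, adjusted p = 0.0267) and miR9772-2.1-5p (1.01, adjusted p = 0.0417), the last of which the paper lists, as it does miR9772-6-5p, in its Table 1. Lower in heat were miR166-8.2-5p and miR9772-6-5p (-0.99 and -1.02, adjusted p = 0.00931 and 0.0119, edgeR), which kept their calls under the alternatives set beforehand and without any 1 library. The calls of miR1118-310-5p, miR1122-1484-5p and miR1135-1490-3p were lost with library sizes from the 18 to 24 nt reads and in 8, 5 and 6 of 8 fits without 1 library. At 1 DAT the higher ones were miR1122-943-3p (0.92, adjusted p = 0.0235, edgeR), miR1137-264-3p (1.66, adjusted p = 0.0175) and miR528-1.5-5p (2.80, adjusted p = 0.0341), and the lower ones miR1118-550-3p (-1.48), miR1135-272-5p (-1.11) and miR169-43.1-3p (-2.07). These 3 lower calls were lost under 4, 7 and 7 alternatives, the last 2 with the replicate number as a block among them, and in 5, 6 and 7 of 8 fits without 1 library. The 3 calls for higher levels were lost when only the 1 DAT libraries were fitted, that of miR528-1.5-5p also by limma voom, and in 3, 1 and 4 of 8 fits without 1 library. The loss of miR1137-264-3p came without control replicate 2, and miR528-1.5-5p rests on 5 reads in control and 43 in heat.

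The share of reads in tags of 18 or 19 nt was higher in heat than in control at 0 DAT by 0.340 percentage points. The tables argue against reads of all families being shortened alike, since the share of short tags within miR9772 differed by -7.43 percentage points (11.7% in control, 4.27% in heat) while it was higher within miR166, miR169 and miR9662. As percent of all miRNA reads, short tags of miR166 made 0.248 points of the difference and those of the other families 0.0920 points. The tables thus argue against miR166 as the only source, though it made the larger part, and without that family the difference was 0.427 points of the remaining reads. Lower RNA quality, measured as the percent of reads removed as chloroplast and other non-coding RNA (31.4% in control, 36.6% in heat), had a Pearson's r of -0.000867 with the short-tag share across the 24 libraries (deviations from group means, permutation p = 0.997, Spearman's rho 0.02, p = 0.931, and r = 0.0492 without the 2 libraries farthest from the median), with libraries of the same plants on 3 days taken as independent. Between heat and control, the percent removed differed by 5.24 points at 0 DAT, 1.38 at 1 DAT and 5.87 at 4 DAT. The short-tag share differed by 0.340, 0.0812 and 0.0108 points on these days. The bound written beforehand, an r of 0 or lower, was met by less than its spread, so lower RNA quality cannot be told apart from an effect of heat on the lengths of some miRNAs, which stays open as a hypothesis.

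The loss of miR528-1.1-5p in heat at 0 DAT was larger than that of the other miR528 tags. Its share among miR528 reads differed by -51.8 percentage points, which restates that difference. Less precursor that lowered all tags alike would leave the share unchanged and so cannot be the whole cause, but the share does not test how much of the loss it made. If processing of the 5p arm had shifted to the other 5p tags and nothing else had changed, these would be higher in heat by about the 998 RPM lost. Their RPM differed by -134 (359 ± 37.8 in control, 225 ± 14.0 in heat, SD, n = 4). Less precursor at the same time could mask a shift, so these values do not exclude a partial one. Loss of miR528-1.1-5p after its processing, or reads of it from a source other than the miR528 precursor, may account for the pattern, and neither was tested.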

How the results depend on the processing

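The likelihood ratio test with separate dispersions, the replicate block for families and lists and the counts over other splits of the libraries were chosen after the results were seen, and the other alternatives before the data were examined. At 0 DAT, the 35 calls ranged from 32 to 41 over the alternatives, and 20 of the 35 miRNAs were called in all of those set beforehand and without any 1 library. At 1 DAT, the 23 calls fell to 1 with only the libraries of that day and 13 by limma voom. At 4 DAT, where edgeR's quasi-likelihood test called 0 and 26 had an unadjusted p under 0.05, the likelihood ratio test called 3, DESeq2 4, library sizes from the 18 to 24 nt reads 2, sizes after removal of non-coding RNA 3, the fit of these libraries alone 1 and separate dispersions 3. Between heat 0 and 4 DAT, DESeq2 called 21 and the fit of these libraries alone 18, in place of 11. The 5 changes of the heat effect from 0 to 1 DAT became 9 by the likelihood ratio test, 10 by DESeq2, 3 with RLE factors, 9 with the 18 to 24 nt sizes, 2 with TMM factors from tags of 20 nt or longer, 2 with only the groups compared, 2 by voom and 8 with separate dispersions. The 2 from 0 to 4 DAT became 7 by the likelihood ratio test, 7 by DESeq2, 4 with either size from Table S1, 1 with TMM from longer tags, 4 with only the groups compared, 1 by voom and 7 with separate dispersions. Families called were 1 in place of 2 at 0 DAT with TMM from longer tags, 4 by the likelihood ratio test and 3 with either size from Table S1 in place of 1 at 1 DAT, and 1 in place of 2 at 4 DAT with either size. With an estimated correlation, limma's camera test gave adjusted p = 0.485 and 0.173 for nutrient and copper families at 0 and 4 DAT and 0.65, 0.200 and 0.173 for tags of 24 nt at 0, 1 and 4 DAT, and the 18 to 24 nt sizes gave 0.0535 for nutrient and copper families at 0 DAT. The difference in short tags at 0 DAT turned to -0.449 percentage points when tags of 20 nt were included (3.48% in control, 3.03% in heat), since these were a larger class that was lower in heat. Except for the last, the cause of these changes was not tested.

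Other scalings moved the balance of directions at 1 DAT. The split of 13 higher and 10 lower became 13 and 6 with RLE factors or TMM from longer tags, 21 and 4 with the 18 to 24 nt sizes and 23 and 3 with sizes after removal. The last 2 moved the median log2 fold change of all miRNAs by 0.27 and 0.30 at 1 DAT and by 0.18 and 0.29 at 4 DAT, so directions at these days are relative to the scaling. Small changes are often missed: 26.5% of 2-fold changes were recovered in counts simulated with the depth, group size and dispersion of these libraries, and depth was not varied.

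With the replicate number as a block, 38, 18 and 0 miRNAs were called at 0, 1 and 4 DAT, 12 between heat 0 and 4 DAT, 0 between control 0 and 4 DAT, 2 for the change from 0 to 1 DAT and 1 from 0 to 4 DAT. With the plant pools as a block the last 4 counts were 11, 0, 1 and 1. Of the families and lists, the replicate block changed the calls of miR171 at 4 DAT (lost) and of nutrient and copper families at 0 DAT (lost, adjusted p = 0.0637) and 1 DAT (gained, adjusted p = 0.0470) by edgeR and limma's camera test. Pairing by number was not borne out at 0 DAT (lowest r -0.119, 3 of 8 libraries correlated best with their own number) or 4 DAT (lowest r -0.169, 5 of 8), but was at 1 DAT (7 of 8). Between days, the lowest r of the same pool was -0.240 in heat and -0.369 in control.

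Leaving out 1 library at a time gave 22 to 35 calls at 0 DAT (22 without heat replicate 3), 1 to 25 at 1 DAT (1 without control replicate 2, 6 without control replicate 3, 12 or 13 without heat replicate 1, 3 or 4), 0 to 2 at 4 DAT (2 without heat replicate 2), 38 to 50 on any day, 8 to 14 between heat 0 and 4 DAT, 0 to 0 between control 0 and 4 DAT, 1 to 6 for the change from 0 to 1 DAT (over 1.5 times apart from the full count in 9 of 16 fits) and 1 to 3 from 0 to 4 DAT (13 of 16). Families called were 1 to 3, 0 to 5 and 0 to 2 at 0, 1 and 4 DAT (5, 7 and 6 of 8 fits). The difference in detected miRNAs was -2.17 to -0.50, 2.42 to 3.42 and 1.42 to 4.08, that in total reads -75862 to -25877, -15918 to 35082 and -24836 to 46398, and that in the short-tag share 0.300 to 0.376, 0.0276 to 0.141 and -0.00853 to 0.0528 percentage points. Adjusted p by limma's camera test was 0.0148 to 0.218 and 7.75e-05 to 0.0714 for nutrient and copper families at 0 and 4 DAT (lost in 5 and 2 of 8 fits), 0.000133 to 0.00195 for tags of 18 or 19 nt at 0 DAT, and 0.00675 to 0.203, 7.77e-08 to 0.00244 and 7.88e-06 to 0.000712 for tags of 24 nt at 0, 1 and 4 DAT (lost in 5 of 8 fits at 0 DAT).

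Over other splits of the libraries, chance can be excluded for the calls at 0 DAT (35, highest other split 1) and the families at 0 DAT (2, highest other 0), each with 1 of 35 splits as large, the real one. The 2 families at 4 DAT (highest other 1, 1 of 35 as large) became 1 with the replicate block, no more than the highest other split, so chance is not excluded for them. They include miR399, a family with a single tag that was not called when tested among all tags. For several days, the 8 plant pools were split, each on the same side on all days. On any day, 1 of 35 such splits was as large (45, highest other 12), the real one. These splits do not keep the pairing at 1 DAT, and the 8 that part all numbers (highest other 0) are too few for a share under 0.05. The splits therefore do not exclude chance for the count over the 3 days. For the change of the heat effect, 1 of 35 was as large from 0 to 1 DAT (5, highest other 0) and from 0 to 4 DAT (2, highest other 1). An earlier draw of 100 splits, separate for each day, had 4 and 3 as large, with up to 17 and 10 calls. Those counts, several times the real ones, point to a structure of the samples: all 3 and 2 other splits as large kept the real groups at 0 DAT and so held the heat effect of that day. The splits of pools were chosen after that draw was seen and do not keep the pairing at 1 DAT. The pool block left 1 call each, from 0 to 4 DAT no more than the highest other split. Chance is thus not excluded for either count.

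Between heat 0 and 4 DAT, which share their plants, and at 1 DAT, where the numbers pair the libraries, only the 8 splits that part all 4 pairs were compared, which are too few for a share under 0.05. These gave 11 (highest other 0, also with the plant pools as a block) between heat 0 and 4 DAT, and at 1 DAT 23 for the miRNAs (highest other 1, and 18 and 0 with the replicate block) and 1 for the families (highest other 0). The 27 splits at 1 DAT that part fewer pairs called up to 15 miRNAs and 7 families, which points to a structure of the samples by number. For the tags of 18 or 19 nt at 0 DAT, the -log10 p was 4.49 and the highest other 4.10 of 35 splits, which do not settle chance as the class was chosen with Table S4 in view. For the miRNAs at 4 DAT (0, highest other 1, 35 of 35 splits as large) and in control (0, highest other 0, 8 of 8), any split equals or exceeds a real count of 0 and says nothing about chance.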

Differences from the paper's values

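The paper gives 10 families over 1000 RPM, and 23 had a mean over 1000 RPM over the 24 libraries, also by the median. Families with a tag over 1000 RPM in every library numbered 11, and 10 without TMM, a definition chosen from several after seeing the values. For the least abundant miR9662 isomiR the paper gives 14 RPM, and the lowest mean was 80.7 RPM (80.4 without TMM, 80.1 from pooled counts, 78.9 by the median), with 12.8 RPM in the lowest single library and 15.0 there without TMM. For the most abundant the paper gives 13658 RPM, and the highest mean was 8853 RPM (8948, 8766 and 8675 in the same order), with 13412 RPM in the highest single library and 13658 there without TMM. None of the alternatives set before the data were examined brought these 3 values within the paper's, while single libraries without TMM, chosen after seeing the values, come close to both ends of its range for miR9662. The RPM summed over the libraries for miR9662-1.3-5p, miR9662-1.4-3p, miR9662-1.7-3p and miR9662-2.8-5p were 82386, 8610, 1937 and 2620 after TMM normalization, and without TMM they were 82966, 8739, 1929 and 2591, where the paper gives 82966, 8738, 1928 and 2591. The means of miR528-1.1-5p and miR528-1.5-5p were 666 and 31.2 RPM with TMM and 661 and 33.5 without it.

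Of the miRNAs in the paper's Table S4, 4 were not called over the 3 days by edgeR's quasi-likelihood test: miR1135-1765-5p (adjusted p = 0.0514), miR169-34-3p (adjusted p = 0.186), miR169-35-3p (adjusted p = 0.0769) and the 20-nt miR396-3-5p (adjusted p = 0.447). The edgeR likelihood ratio test, DESeq2 and the likelihood ratio test with separate dispersions (chosen after seeing the values, dropping 2 of the paper's 36) called miR1135-1765-5p and miR169-35-3p, limma voom called miR1135-1765-5p and miR169-34-3p, and the replicate block called miR1135-1765-5p. Of 24 fits without 1 library, 9 called miR1135-1765-5p, 1 miR169-34-3p, 2 miR169-35-3p and 0 miR396-3-5p. A joint edgeR likelihood ratio test of heat against control at 0 DAT, heat 1 DAT against heat 0 DAT and heat 4 DAT against heat 0 DAT, chosen after seeing the values, called 36, all of them in Table S4, and dropped 0 of the paper's. The paper lists 9 miRNAs as different between heat 0 and 4 DAT, and the quasi-likelihood test called 7 of them, without miR167-1-5p and miR528-1.3-3p. The edgeR likelihood ratio test, DESeq2, TMM factors from tags of 20 nt or longer, the fit of these libraries alone and the likelihood ratio test with separate dispersions (chosen after seeing the values, dropping 1 of the paper's 9) also called miR167-1-5p, and 0 of these settings called miR528-1.3-3p. The first 9 miRNAs, in the paper's order, of a joint edgeR likelihood ratio test of the change in the heat effect from 0 to 1 and 0 to 4 DAT are those 9, a test chosen after seeing the values that calls 10 and drops 0 of them. At its 1 and 4 DAT columns, 22 of the 36 miRNAs of Table S4 have the opposite sign to the log2 fold change of heat against control on that day. These are unlike differences, since the same columns lay at a median of 0.00250 log2 units from the change since heat 0 DAT, with 0 of opposite sign.

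The paper describes the isomiRs of miR528 and miR9662 as shifted by a few bases. In the precursor of miR528, miR528-1.1-5p begins at base 11, miR528-1.2-5p at base 21, miR528-1.3-3p at base 83 and miR528-1.4-3p at base 87. The tag miR9662-2.9-3p begins at base 74 of its listed precursor, and the 3p tags of the other begin at base 79 or 80. These precursors start at 95858458 and 95858457, so their base numbers are on different scales. The paper describes miR1137 as made of only a pair of lengths, and its tags were of 21 nt (14), 24 nt (2), 20 nt (1) and 22 nt (1). It assigns all isomiRs of miR9662 to a single precursor, and its Table S2 lists 2 of them under another name. That precursor, 95858458 to 95858575, lies within the first, 95858457 to 95858576, so the listing differs and the locus is the same. The paper reports that members of miR169 were higher at the end of the stress, and 1 of 8 tags was called higher at 0 DAT (miR169-35-3p, log2 fold change 2.42, adjusted p = 0.0254, edgeR) and none lower. A further tag, miR169-34-3p (adjusted p = 0.0593, edgeR), was called at 0 DAT by the edgeR likelihood ratio test with either estimate of dispersion, DESeq2, TMM factors from tags of 20 nt or longer, the replicate block and limma voom.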

Other observations

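The tests of the columns of Table S4 and of the 9 listed miRNAs were chosen after the result was seen.

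Several tags were called besides those already described. The 18-nt tag miR1133-72-3p rose at 0 DAT from 32.5 ± 21.7 to 129 ± 63.9 RPM (SD, n = 4, log2 fold change 2.13, adjusted p = 0.00836, edgeR) and at 1 DAT from 22.7 ± 11.7 to 103.6 ± 5.72 RPM (log2 fold change 2.08, adjusted p = 0.0175, edgeR), the second call being lost with the 1 DAT libraries alone and without control replicate 2 or 3. The 19-nt miR1136-235-3p rose at 1 DAT (log2 fold change 3.396, adjusted p = 0.0235, edgeR) from 3 to 38 reads, a call lost by limma voom, with the 1 DAT libraries alone and without any 1 of 4 of the 8 libraries. Calls for lower levels at 1 DAT included the 24-nt miR1135-1403-5p (log2 fold change -1.58) and miR1135-272-5p (-1.11), the 22-nt miR1118-550-3p (-1.48), the 19-nt miR166-7.1-3p (-1.06) and miR169-43.1-3p (-2.07), and miR171-7-3p (-0.91), all with control as reference by edgeR. With the replicate number as a block, which is backed by the pairing at 1 DAT, miR1135-272-5p, miR169-43.1-3p and miR171-7-3p lost their calls. At 4 DAT, miR399-18-3p, of the phosphate-responsive family miR399, was at 199 ± 43.3 RPM in control and 459 ± 31.8 RPM in heat (log2 fold change 1.19, adjusted p = 0.0636, edgeR, not called). Tested as a family over 37 families, miR399 was called at 1 DAT (log2 fold change 1.23, adjusted p = 0.0205, edgeR) and 4 DAT (1.19, adjusted p = 0.032). This family has the single tag miR399-18-3p, so its calls rest on the tag's own counts, adjusted over fewer tests. They are not separate from the results of the tag, which itself was not called at 4 DAT. Family miR171 was called lower at 4 DAT (-0.83, adjusted p = 0.0371, edgeR), a call lost with the replicate number as a block. In fits without 1 library, the calls of miR399 were lost in 5 of 8 at 1 DAT and 4 of 8 at 4 DAT, and that of miR171 in 6 of 8.

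The lists not yet described gave few group shifts. Nutrient and copper families had 3 tags higher and none lower at 1 DAT (4 and 1 when adjusted over the list alone, limma's camera test, adjusted p = 0.0544, and adjusted p = 0.0470 with the replicate number as a block) and no tag called at 4 DAT (1 higher when adjusted over the list alone), where the median log2 fold change was 0.90 (limma's camera test, adjusted p = 0.00581, and adjusted p = 0.173 with an estimated correlation). Auxin receptor and F-box families (5 tags) had no call on any day by edgeR, also when adjusted over the list alone (limma's camera test, adjusted p = 0.892, 0.881 and 0.207 at 0, 1 and 4 DAT). The miR96xx and miR9772 families (22 tags) had 4 higher and 3 lower at 0 DAT and 2 higher at 1 DAT (0 when adjusted over the list alone), with adjusted p = 0.838, 0.519 and 0.416 by limma's camera test. Of the 21 tags of 20 nt, 2 were higher and 2 lower at 0 DAT and 1 higher at 1 DAT (adjusted p = 0.996, 0.881 and 0.854, limma's camera test). Of the 116 tags of 21 nt, 9 were higher and 11 lower at 0 DAT and 7 and 2 at 1 DAT (2 and 0 when adjusted over the list alone), with adjusted p = 0.958, 0.0544 and 0.0779 by limma's camera test. Of the 18 tags of 22 or 23 nt, 1 was called, lower at 1 DAT (adjusted p = 0.958, 0.621 and 0.774, limma's camera test). Tags of the 5p arm (103) had 9 higher and 13 lower at 0 DAT (9 and 15 over the list alone) and 3 and 5 at 1 DAT, and tags of the 3p arm (87) 9 and 4 at 0 DAT and 10 and 5 at 1 DAT, with adjusted p = 0.264, 0.0919 and 0.136 for 5p and 0.198, 0.135 and 0.107 for 3p by limma's camera test. Shortened tags (32) had 6 higher and 1 lower at 0 DAT and 3 and 2 at 1 DAT (adjusted p = 0.186, 0.805 and 0.271, limma's camera test). At 1 and 4 DAT, limma's camera test gave adjusted p = 0.748 and 0.807 for families with transcription factor targets, 0.536 and 0.242 for the miR11xx and miR1439 families, 0.0544 and 0.107 for tags of 18 or 19 nt and 0.737 and 0.854 for tags with 100 or more loci. At 4 DAT edgeR called 0 tags of any list.

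Within single families, the share of short tags in miR1121 reads was 0.188% in control and 9.38% in heat at 0 DAT, 0.193% and 7.35% at 1 DAT and 0.226% and 2.19% at 4 DAT (exact permutation test, two-sided, p = 0.0286 on each day and also adjusted over the 3 days). With the libraries paired by number, as at 1 DAT, no p below 0.125 is possible. These shares rest on the single 19-nt tag miR1121-18-3p, with 4 reads in control and 80 in heat at 0 DAT. The family is 1 of 10 with short and longer tags. In miR9772 the share at 0 DAT was lower in heat (11.7% in control, 4.27% in heat).

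The 1 and 4 DAT columns of the paper's Table S4 were set against 3 differences. They lay at a median of 0.00250 log2 units from the change since heat 0 DAT, against 1.21 from heat minus control on the same day and 0.301 from the change in the heat effect, where the median SE was 0.39. The columns match the change from heat 0 DAT, a match found on the same values, with 0 of 36 miRNAs of opposite sign in either column. The values argue against heat minus control on the same day, where 22 of 36 had the opposite sign in each column. For the 9 miRNAs listed between heat 0 and 4 DAT, 9 of 9 were the first by p in the joint test of the change in the heat effect, while 1 of them, miR528-1.3-3p, had rank 115 in the test of heat 4 against heat 0 DAT, so the list is consistent with the joint test.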
